# Crtc1 Deficiency Causes Obesity Potentially via Regulating PPARγ Pathway in White Adipose

**DOI:** 10.3389/fcell.2021.602529

**Published:** 2021-04-12

**Authors:** Yimeng Hu, Jian Lv, Yu Fang, Qiang Luo, Yuan He, Lili Li, Mingxia Fan, Zhihua Wang

**Keywords:** lipid metabolism, adipose, obesity, Crtc1, Pparγ (peroxisome proliferator-activated receptor gamma)

## Abstract

Obesity is characterized by excessive fat accumulation and associated with glucose and lipid metabolism disorders. Crtc1, a transcription cofactor regulating CREB activity, has been involved in the pathogenesis of metabolic syndrome; however, the underlying mechanism remains under debate. Here we generated a Crtc1^–/–^ mouse line using the CRISPR/Cas9 system. Under normal feeding conditions, Crtc1^–/–^ mice exhibited an obese phenotype resultant from the abnormal expansion of the white adipocytes. The development of obesity in Crtc1^–/–^ mice is independent of alterations in food intake or energy expenditure. Moreover, Crtc1^–/–^ mice were more prone to insulin resistance and dyslipidemia, as evidenced by higher levels of plasma glucose, insulin and FABP4 than wildtype mice. Transcriptome analysis in liver and epididymal white adipose tissue (eWAT) showed that the fat accumulation caused by Crtc1 deletion was mainly related to lipid metabolism in adipose tissue, but not in liver. GSEA and KEGG analysis identified PPAR pathway to be of the highest impact on lipid metabolism in eWAT. This regulation was independent of a direct interaction between CRTC1 and PPARγ. Our findings demonstrate a crucial role of Crtc1 in regulating lipid metabolism in adipose during development, and provide novel insights into obesity prevention and therapeutics.

## Introduction

Obesity is associated with risks of numerous co-morbidities including insulin resistance, dyslipidaemia, hypertension, cardiovascular disease and cancer (Emerging Risk Factors et al., 2011; Seravalle and Grassi, 2017; Malden et al., 2020). During the development of obesity, expansion of white adipose tissue (WAT) may be derived from an increase in the size (hypertrophy) and/or in the number of adipocytes (hyperplasia), causing compromised capacity of WAT to sense nutrients and further result in ectopic lipid deposition (Jo et al., 2009; Sun et al., 2011). Functionally, subcutaneous white adipose tissue (sWAT) has greater adipogenic differentiation ability than epididymal white adipose tissue (eWAT) in mice (Carobbio et al., 2017). However, eWAT is a major tissue used when sWAT cannot accommodate excess fat deposition, and fat accumulation in eWAT mirrors metabolic risk to a certain degree (Smith, 2015). Many etiological factors, including age, gender, sex hormones, genetics, ethnicity, lifestyle, and etc., contribute to fat accumulation (Tchernof and Despres, 2013). How to precisely restrict the development of obesity in patients with variable genetic backgrounds remains a major challenge in this field.

CREB regulated transcription coactivator 1 (Crtc1), a member of the family of CREB transcription co-factors, functions as a transducer to regulate CREB activity in the absence of cAMP stimulus (Conkright et al., 2003; Iourgenko et al., 2003). Crtc1^–/–^ mice exhibit hyperphagia, obesity, infertility and cardiac hypertrophy (Altarejos et al., 2008; Morhenn et al., 2019). Previous studies have reported Crtc1 mediates the central effects of leptin on satiety and reproduction (Altarejos et al., 2008), and participates in the regulation of circadian clock (Jagannath et al., 2013), peripheral glucose metabolism (Kim et al., 2015), cardiac function and growth (Morhenn et al., 2019), and memory formation (Uchida et al., 2017). Reduced hypothalamic expression of anorexigenic neuropeptide genes is one of the reasons that Crtc1^–/–^ mice manifest obesity. Nevertheless, whether Crtc1 deficiency affects peripheral tissues during the development of obesity remains unclear. Peroxisome proliferator activated receptor γ (Pparγ) belongs to a family of nuclear receptors possessing transcriptional activity and regulating variety of genes (Surgucheva and Surguchov, 2008). It is a master regulator of whole-body lipid metabolism, adipogenesis, and insulin sensitivity (Ahmadian et al., 2013). Whether the obesity caused by Crtc1 deletion links to Pparγ remains unexplored.

In this study, we generated a Crtc1 knockout mouse line using the CRISPR/cas9 system, and investigated the impact of Crtc1 deletion on development and lipid metabolism. The molecular mechanism whereby Crtc1 regulating lipid metabolism in both liver and white adipose tissues was explored by RNA sequencing. Our findings shed a light on the lipogenesis during development and provide novel molecular targets to achieve weight loss.

## Materials and Methods

### Construction of Crtc1 Knockout Mouse

Crtc1 knockout (Crtc1^–/–^) mice were generated using CRISPR/Cas9 system. Exon 2 and 4 of Crtc1 gene were targeted by two single guide RNAs (gRNA). The gRNA sequences (5′∼3′) are GCTGACATCTGTGAATTGTA and CTGCATGCTGGATC GACAGG, respectively. 

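Crtc1 (NCBI Gene 382056) lies on the minus strand of chromosome 8 of the mouse genome GRCm38, from 70382355 to 70439579, in the GENCODE annotation. Its transcript of 14 exons is 5683 nt long, of which 1890 are coding. Exon 2 runs from 70408895 to 70409011 (117 bp), exon 3 from 70406078 to 70406215 (138 bp) and exon 4 from 70405259 to 70405320 (62 bp). All 317 bases of these exons are coding, they make up 5.58% of the transcript, and 317 leaves a remainder of 2 when divided by the codon length of 3. The outer ends of exon 2 and exon 4 lie 3753 bp apart. Neither GCTGACATCTGTGAATTGTA nor CTGCATGCTGGATCGACAGG, which the paper prints with a space inside it, matched an annotated transcript on either strand, so neither lies wholly within an annotated exon. Fig. 1A draws both target sites in introns, outside exons 2 and 4. The sequence of the introns was not used here, so the positions of the target sites are not given. The primer pair that the paper names for exons 2 to 4 matched 4 annotated Crtc1 transcripts, with the forward primer at nucleotides 215 to 234 in exon 2 and the reverse primer at nucleotides 299 to 318 in exon 3.

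**Figure D1:**
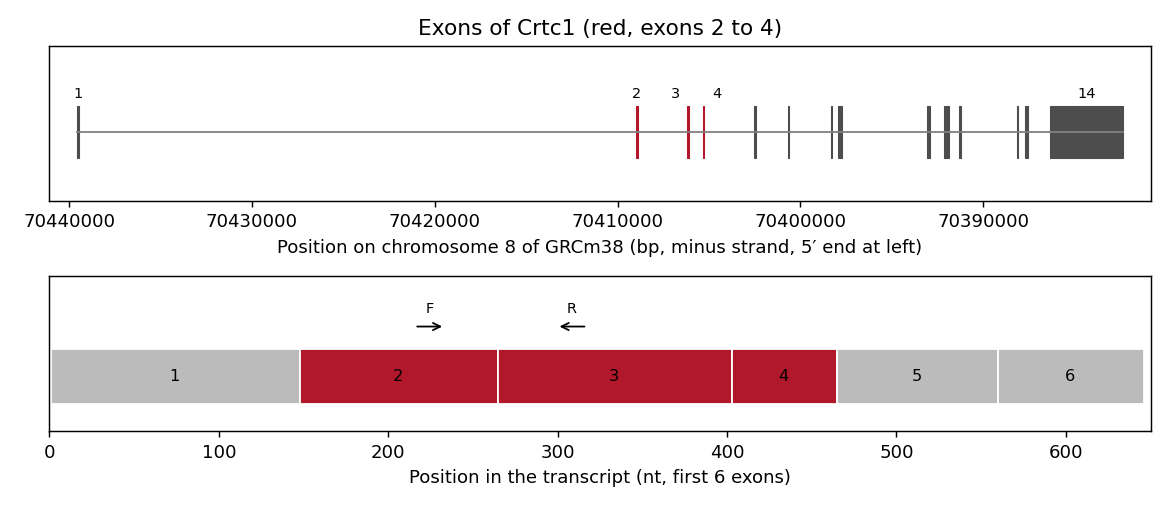
Exons of Crtc1 drawn to scale along chromosome 8 of GRCm38 (top, position in bp) and the first 6 exons along the transcript (bottom, position in nt), with exons 2 to 4 in red and the forward (F) and reverse (R) primers as arrows. The red exons hold 317 nt, and both primers lie inside them.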

We inter-crossed heterozygous females and heterozygous males for three generations to obtain the third generation homozygous Crtc1^–/–^ mice and littermate wild-type (Crtc1^+/+^) mice for formal experiments.

For Genotyping, genomic DNA from tail biopsies was obtained as previously described (Qi et al., 2006). Genotype identification primers (5′∼3′) were as follows: Crtc1-KO-F: CTTGCTGAGCCTCTTTGCCAG, Crtc1-KO-R: CCTTCAC ATCCTCCCAGAGATGTA; Crtc1-WT-F: GGCAACTGAGTT CATCCTAACACG; Crtc1-WT-R: CTTGTTCCCAAGAGGATC AAGGC. To determine Crtc1 knockout in various tissues of Crtc1^–/–^ mice at the mRNA levels, primers were designed for the missing exons, and the PCR products were identified by agarose gel electrophoresis. The primer sequences were as follows: Crtc1(Exon2-4)-F: TGCCCAACGTGAACCAGATT; Crtc1(Exon2-4)-R: CCCATGATGTCGTGTGGTCC.

### Animal Care

All experiments procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Renmin Hospital of Wuhan University (No. 20180508) and performed in accordance with the guide for the care and use of laboratory animals published by National Institutes of Health, United States (8th edition). All mice were raised in a stable environment (room temperature, 24 ± 3°C; room humidity, 55 ± 5%) with a 12 h light/12 h dark cycle and fed normal chow. Six 5 months old Crtc1^–/–^ mice and six littermates Crtc1^+/+^ mice were randomly selected for food intake measurements. Mice were individually housed to avoid confounding factors related to social hierarchy within a cage. All mice were fed *ad libitum* for 2 weeks with food weight being measured daily between 5 and 6 p.m.

### Indirect Calorimetry

Four 5 months old Crtc1^–/–^ mice and four littermates Crtc1^+/+^ mice were randomly selected for indirect calorimetry measurement. Mice are individually housed within a cage in eight metabolic cages system (Beckman, CA, United States) and were adapted for 24 h before formal experiment, placed in a temperature-controlled space. In a sealed room, light was provided at 9:00 a.m.–9:00 p.m. which was regarded as daylight, and 9:01 p.m.–8:59 a.m. was thought to be dark. Oxygen consumption (VO_2_, ml/h/kg), carbon dioxide production (VCO_2_, ml/h/kg), RER (VO_2_/VCO_2_), spontaneous locomotor activities (counts) and heat production (kcal/kg/day) were monitored every 15 min for 24 h during the light and dark cycles.

### Intraperitoneal Glucose Tolerance Test (IPGTT)

After an overnight fasting (16 h), 50% glucose was injected intraperitoneally at a dose of 2 g/kg body weight to mice. The blood glucose of caudal vein at 0, 30, 60, 90, and 120 min after glucose loading was measured by a blood glucometer (Roche, Germany). The incremental area under the curve (AUC) for glucose was calculated using calculus method (mmol/L × h) by GraphPad Prism software v8.0 (United States).

### Sample Collection

Mice were anesthetized with inhalational anesthetic isoflurane for blood sampling from orbital sinus, and heparin-treated plasma were collected by centrifugation and stored at −80°C until use. Simultaneously, liver, eWAT (epididymal white adipose tissue), sWAT (subcutaneous white adipose tissue) and brown adipose tissues (BAT) were immediately dissected and weighted, a part of which were frozen in liquid nitrogen and stored in −80°C and the remaining were fixed in 4% paraformaldehyde.

### Western Blot

50 μg brain tissues were homogenized in 300 μl RIPA buffer containing protease and phosphatase inhibitor. After grinding 2 min, tissues were lysed for 30 min at 4°C. Total protein concentration was quantified using the BCA assay. Equivalent amounts of proteins were separated on 10% SDS-PAGE and transferred onto PVDF membranes. Membranes were blocked with 5% bovine serum albumin (BSA) for 1 h, and incubated overnight at 4°C with primary antibodies: CRTC1 (Cell Signaling Technology, United States, dilution: 1:1,000), GAPDH (Cell Signaling Technology, United States, dilution: 1:1,000), FLAG (Sigma, United States, dilution 1:1,000) and HA (Cell Signaling Technology, United States, dilution: 1:1,000). Then membranes were incubated with anti-rabbit secondary antibody for 2 h and detected by Odyssey system (LI-COR Biosciences).

### Plasma Biochemical Analyses

Plasma samples were measured for the levels of triglyceride (TG), total cholesterol (TCh) and fasting blood glucose (FBG) by Chemray 240/800 (Rayto) according to the manufacturer’s instructions. Fasting plasma fatty acid binding protein 4 (FABP4) and fasting insulin (FIN) levels were detected by Mouse FABP4 ELISA Kit (CSB-EL007945MO) and Mouse Insulin ELISA Kit (CSB-E05071m), respectively, in accordance with the manufacturer’s instructions. The absorbance was read at 450 nm. The homeostasis model assessment for insulin resistance (HOMA-IR) index was calculated as the formula: HOMA-IR = FBG ^∗^ FIN/22.5.

### Histopathology

Liver tissues and eWAT were fixed in 4% paraformaldehyde, embedded in paraffin, cut into 5 mm sections and stained with hematoxylin and eosin for H&E staining. For oil red O staining, the frozen liver sections were re-warmed and dried, fixed in the fixing solution for 15 min and stained with Oil Red O solution (Sigma Aldrich, St. Louis, MO, United States) for 8–10 min in the dark. Then they were soaked in 60% isopropanol for 3 s, and immediately counterstained with hematoxylin before drying. All slides were observed under the Olympus microscope (Model BX 71, Tokyo, Japan). Quantitative analysis of lipid-stained lesions was performed using ImageJ 5.0 software. To further determine the alterations of adipocyte size, three images of 100× magnification were chosen from each slide to calculate the mean area of adipocyte, which was performed by AdipoCount software (Shanghai, China).

### RNA Sequencing and Bioinformatics Analysis

Randomly selected two 12 weeks old male Crtc1^–/–^ mice and Crtc1^+/+^ mice were euthanatized by cervical dislocation after anesthesia with isoflurane. A piece of liver and eWAT were used for RNA extraction according to the manufacturer’s instructions. Transcriptome sequencing of RNA was completed by Beijing Genomics Institution (BGI). Two independent biological replicate samples were sequenced for each group. RNA-seq raw data and processed data have been uploaded to the GEO database (Accession code: GSE157270).

Normalization of expression matrix was accomplished by the normalize BetweenArrays function in R. The different expression genes (DEGs) between Crtc1^+/+^ and Crtc1^–/–^ samples were screened using linear models for microarray data (limma) package. | log2 (fold change) | > 1 and *P* < 0.01 was considered as the threshold. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were carried out by using DAVID online tools^1^. The integrated enrichment analysis of DEGs from liver and eWAT was implemented using Metasacape^2^ online database with default parameters. Gene Set Enrichment Analysis (GSEA) was used to screen significantly enriched signaling pathways with default parameters.

### Quantitative Real Time PCR (qRT-PCR)

Total RNA was extracted from the livers and eWAT of mice using Trizol reagent (TaKaRa, Shiga, Japan). The first strand cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, United States), and relative mRNA expression levels were analyzed by real-time qRT-PCR using LightCycler^®^ 480 (Roche, Switzerland). Sequences of primers were listed in Supplementary Table 2. 18S rRNA or β-actin were utilized to normalize the gene expression levels.

### Co-Immunoprecipitation (Co-IP)

Crtc1-Flag and Pparγ-HA plasmids were co-transfected into 293 T cells at ∼80% confluent. Cells were harvested and lysed for 30 min at 4°C in 500μl IP lysis buffer containing protease and phosphatase inhibitor. Supernatant was collected by centrifugation and pre-cleared by adding 20 μl protein G agarose beads (Thermo Fisher Scientific, IL, United States) at 4°C for 30 min. Then primary antibody was added (Flag, Sigma, United States, dilution:1:200; HA, Cell Signaling Technology, United States, dulition:1:200) and incubated overnight in 4°C rotation. Samples were incubated in 4°C rotation for 4 h with 20 μl protein G agarose beads washed by TBS the next day. Protein G agarose beads were collected after centrifuging at 5,000 rpm for 1 min, mixed with 100μl IP lysis buffer and analyzed by western blot, as described above. Input panels was used as the negative control.

### Statistical Analysis

Data was expressed as mean ± SEM. For normally distributed variables with equal variance, differences between two groups were evaluated using independent Student’s *t*-test. Multiple comparisons were analyzed by repeated measures ANOVA with Greenhouse-Geisser correction. P < 0.05 was considered statistically significant for two-tailed tests. Statistical analyses were performed by SPSS v22 (IBM; United States). Graphical visualization of transcriptome sequencing was realized by R software. The correlation analysis among Crtc1, Creb1 and Pparγ in adipose tissue was performed in Gene Expression Profiling Interactive Analysis (GEPIA^3^) with default conditions (Tang et al., 2017).

## Results

### Crtc1 Deficiency in Mice Causes Obesity and Infertility

To investigate the impact of Crtc1 in metabolism during development, we generated Crtc1^–/–^ mice using the CRISPR/Cas9 system (Figure 1A). Consistent with the report by Altarejos et al. (2008), but not with that by Breuillaud et al. (2009), we found that whole-body deficiency of Crtc1 caused severe impairment in fertility. Among three mating cages of Crtc1^–/–^ male and Crtc1^–/–^ female mice, only one pup was born and immediately died after birth. However, heterozygous Crtc1^+/–^ mice had normal fertility and gave birth to mice at the expected mendelian frequency (Table 1). DNA genotyping and (Figure 1B) and Western blot (Figure 1C) validated the complete knockout of Crtc1 in Crtc1^–/–^ mice.

**FIGURE 1:**
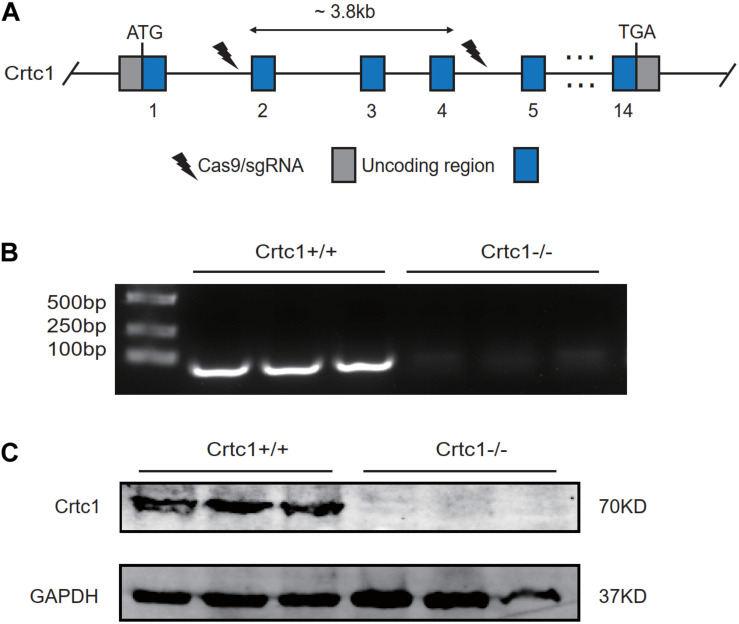
Construction of the Crtc1 knockout (Crtc1^–/–^) mouse. **(A)** Schematic diagram of knocking out Crtc1 gene using CRISPR/Cas9 system. **(B)** The mRNA level of Crtc1 was detected by agarose gel electrophoresis using Crtc1(Exon2-4)-F/R primers. **(C)** The protein level of Crtc1 was detected by Western blot.

**TABLE 1:** Information on offspring mice of heterozygous Crtc1^+/–^ mice mating.

Genotype	Mendelian expected	Actual number (male/female)
Crtc1^+/+^	20	22 (10/12)
Crtc1^+/–^	40	35 (13/22)
Crtc1^–/–^	20	23 (14/9)
Total	80	80

Under normal feeding conditions, Crtc1^–/–^ mice were larger and heavier than Crtc1^+/+^ mice at the age of 8 months (Figures 2A,B). This increase was obviously contributed by the increased weights of fats including eWAT, sWAT and BAT (Figure 2D). In contrast to a previous report (Altarejos et al., 2008), there was no difference in daily food intake and averaged food intake between Crtc1^–/–^ and Crtc1^+/+^ groups (Figures 2B,C).

**FIGURE 2:**
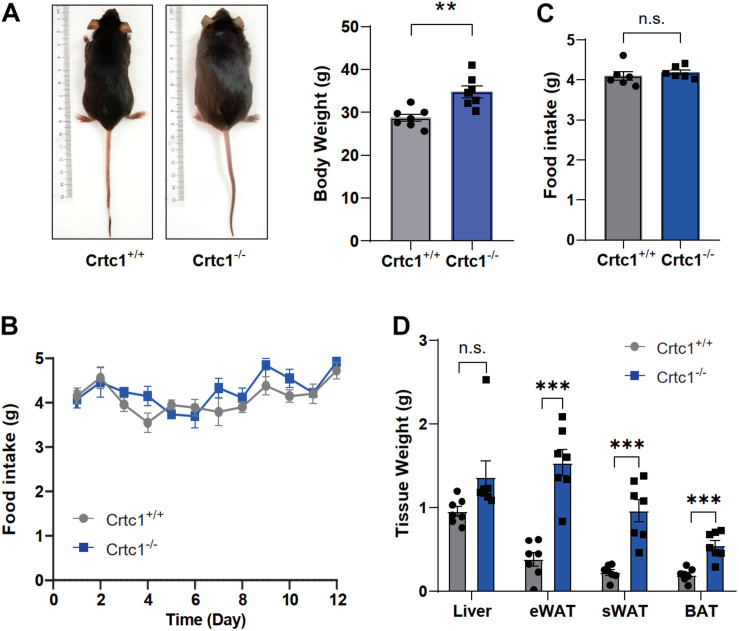
Crtc1 deficiency induces obesity in mice. **(A)** Representative images of appearance of Crtc1^+/+^ and Crtc1^–/–^ mice. **(B)** Food intake of Crtc1^+/+^ and Crtc1^–/–^ mice during pair feeding. **(C)** Average body weight and daily food intake in the two groups. **(D)** Effect of Crtc1 deficiency on the weight of Liver, eWAT, sWAT and BAT. Data are mean ± SEM; **P < 0.01, ***P < 0.001 and n.s. indicates no significant difference.

We then performed indirect calorimetry measurement using metabolic cages to investigate the impact of Crtc1 deficiency on over-all energy metabolism. Compared with Crct1^+/+^ mice, Crtc1^–/–^ mice had higher oxygen consumption (Figure 3A), carbon dioxide production (Figure 3B) and heat production (Figure 3C) in day-time (inactive phase), but there was no significant difference of the above parameters in night-time (active phase) between the two groups. Though not reaching significance due to large variations, physical activity of Crtc1^–/–^ mice during night-time was generally lower than that of Crtc1^+/+^ mice (Figure 3D). Interestingly, energy metabolism of Crct1^+/+^ mice conformed to normal circadian rhythm, which could not be observed in Crtc1^–/–^ mice (Figures 3A–D). These data suggest that obesity in Crtc1^–/–^ mice seems not to be the result from abnormal food intake nor from reduced energy expenditure. However, these mice show alterations in lipid metabolism in adipose tissue which might be the reason for obesity development in these mice.

**FIGURE 3:**
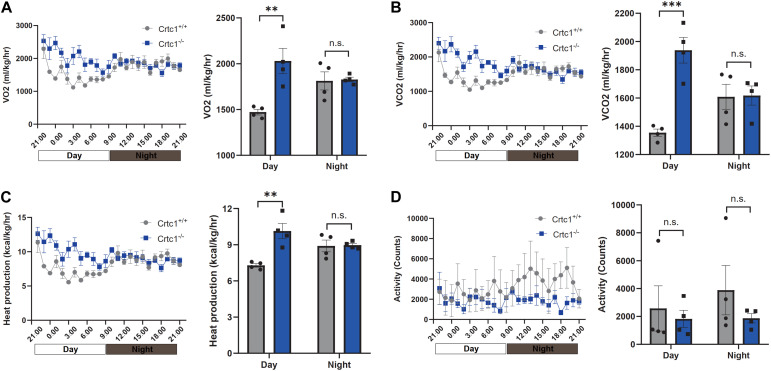
Effect of Crtc1 on indirect calorimetry. **(A)** O_2_ consumption curve and average O_2_ consumption. **(B)** CO_2_ production curve and average CO_2_ production. **(C)** Heat production curve and average heat production. **(D)** Activities counts curve and activities counts, measured over 24 h in Crtc1^+/+^ and Crtc1^–/–^ mice at the age of 6 months. Data are mean ± SEM; **P < 0.01, ***P < 0.001 and n.s. indicates no significant difference.

### Crtc1 Deficiency Causes Metabolic Disorders

Compared to Crtc1^+/+^ mice, Crtc1^–/–^ mice exhibited lower insulin sensitivity, as demonstrated by elevated fasting blood glucose (Figure 4A), fasting plasma insulin (Figure 4B), and HOMA-IR (Figure 4C). The results of IPTGG further confirmed that Crtc1 deficiency impaired glucose tolerance in mice (Figures 4D,E).

**FIGURE 4:**
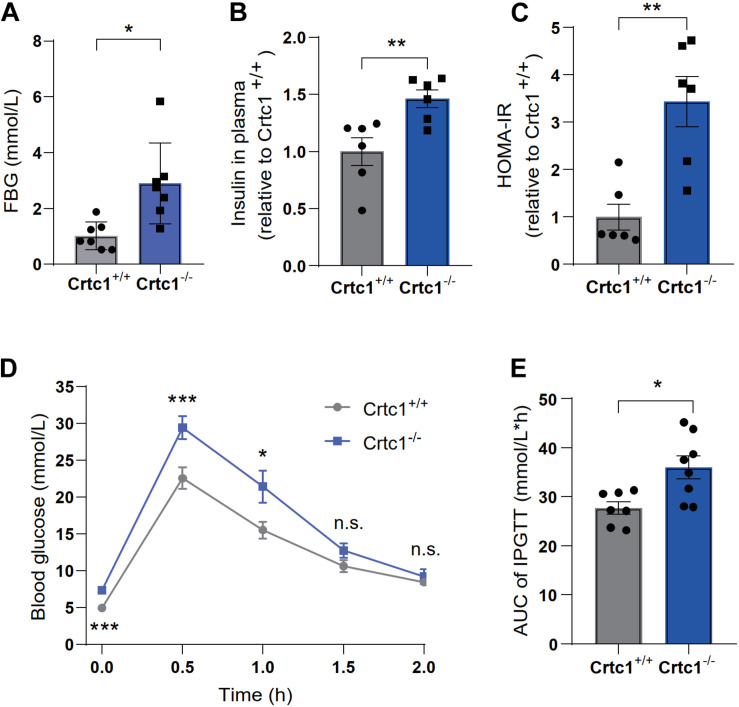
Crtc1 deficiency damages glucose tolerance in mice. **(A)** Fasting blood glucose (FBG). **(B)** Fasting plasma insulin, **(C)** and HOMA-IR. **(D)** The curve of blood glucose level with time. **(E)** Area under the plasma glucose concentration curve (AUC) in Crtc1^+/+^ and Crtc1^–/–^ mice at the age of 8 months. Data are mean ± SEM; *P < 0.05; **P < 0.01, ***P < 0.001 and n.s. indicates no significant difference.

Although there was no statistical difference in plasma TC and TG between the two groups, Crtc1^–/–^ mice had higher levels of plasma FABP4, an adipokine mainly secreted by adipocytes (Figures 5A–C). Liver and adipose are the major tissues governing lipid metabolism. H&E and Oil Red O staining showed marginal effects of Crtc1 deficiency on liver morphology and lipid droplets (Figures 5D,E). However, we found that the mean area of adipocytes from Crtc1^–/–^ eWAT significantly increased compared with Crtc1^+/+^ mice (Figures 5F,G). These data implicate that the increased insulin resistance after Crtc1 deletion might be attributable to the fat accumulation in adipose tissue.

**FIGURE 5:**
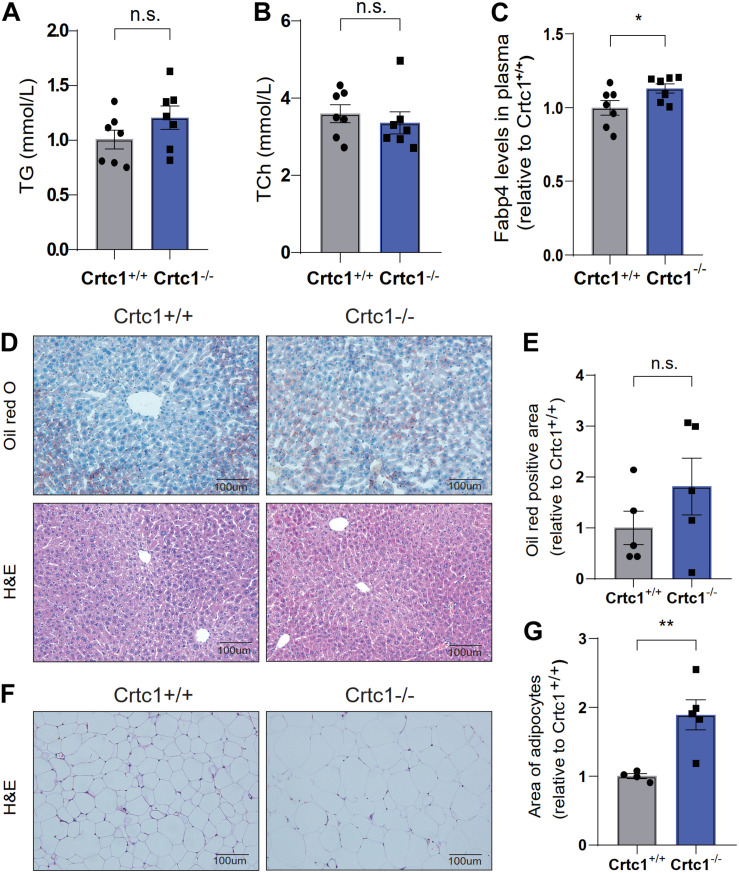
Abnormal lipid metabolism in Crtc1^–/–^mice. **(A)** Plasma triglyceride (TG). **(B)** Plasma total cholesterol (TC). **(C)** Plasma fatty acid binding protein 4 (FABP4) in Crtc1^+/+^ and Crtc1^–/–^ mice at the age of 8 months. **(D)** Oil Red O and H&E staining of the liver tissues from Crtc1^+/+^ and Crtc1^–/–^. **(E)** Quantification of the Oil Red positive area of liver. **(F)** H&E staining of white adipose tissue from Crtc1^+/+^ and Crtc1^–/–^ mice. **(G)** Quantification of the mean area for adipocyte. Data are mean ± SEM; *P < 0.05; **P < 0.01 and n.s. indicates no significant difference.

### Crtc1 Deficiency Globally Modifies Lipid Metabolism in Adipose Tissues

To investigate the underlying mechanism, we performed transcriptome analyses using liver and eWAT tissues from Crtc1^+/+^ and Crtc1^–/–^ mice (Figure 6A). 

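The RNA-seq data comprised 8 libraries from male mice aged 12 weeks, with 2 mice labelled Crtc1-/- and 2 labelled Crtc1+/+ for liver and the same for eWAT, the fat pad that lies along the epididymis. The sample labels add that the mice had been fasted for 16 h. The libraries were sequenced at BGI, and the paper's text names neither the aligner, the counting tool, the genome build nor the gene annotation. The authors deposited estimated read counts, not normalized, and FPKM (fragments scaled by transcript length and library total) for 19348 genes listed by symbol and NCBI Gene number. Between 5.44% and 9.98% of a library's values were not whole numbers, and all counts were rounded. The counts summed to 18504861 and 17628891 in eWAT labelled Crtc1-/-, 18311548 and 17616671 in eWAT labelled Crtc1+/+, 19021272 and 16560070 in liver labelled Crtc1-/-, and 19721464 and 19572886 in liver labelled Crtc1+/+. At these depths the floor of 3 counts corresponded to between 0.152 and 0.181 CPM (counts scaled to the library total). The most abundant gene held 1.79% (Fabp4) and 5.34% (Alb) of the counts in eWAT labelled Crtc1-/-, 4.63% and 5.54% (Gpx5 in both) in eWAT labelled Crtc1+/+, and between 9.49% and 13.0% (Alb) in the liver libraries. Counts were scaled by edgeR's TMM method within each tissue, genes with low counts were removed by its expression filter, and the genotypes were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Values are given as CPM on that scale. The paper normalized with normalizeBetweenArrays and tested with limma, and such fits were run as alternatives. Replicate mice differed by more than counting error, with Pearson correlations of log2 CPM across genes of 0.877 (eWAT labelled Crtc1-/-), 0.930 (eWAT labelled Crtc1+/+), 0.975 (liver labelled Crtc1-/-) and 0.981 (liver labelled Crtc1+/+).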

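Crtc1, the targeted gene, was at 58.5 and 33.6 CPM in eWAT labelled Crtc1-/- (mean 46.1 ± 17.6, SD, n = 2) and at 32.6 and 33.7 CPM in eWAT labelled Crtc1+/+ (33.1 ± 0.813, SD, n = 2). Its log2 fold change was 0.48 (standard error 0.37, adjusted p = 0.396 from edgeR's quasi-likelihood test). In liver it was at 22.1 and 18.0 CPM in the libraries labelled Crtc1-/- and 11.7 and 9.86 CPM in those labelled Crtc1+/+, a log2 fold change of 0.89 (standard error 0.27, adjusted p = 0.184 from the same test). Crtc1 counts were therefore not lower in the libraries labelled Crtc1-/- in either tissue, and genotypes are given as labels. The counts are per gene, so reads from exons 2 to 4 were not analysed separately here. Library-size scaling moved the eWAT value most, to 0.20 (adjusted p = 0.791 in edgeR, against a range of 0.312 to 0.791 over the alternatives), and it was 0.02 without eWAT labelled Crtc1-/- replicate 1. In liver the alternatives gave 0.63 to 0.98 (adjusted p from 0.106 to 0.479).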

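Distances between libraries were taken on log2 CPM with a prior count of 2 over the genes tested in each tissue. In eWAT the mean distance was 263 between libraries of different labelled genotype and 151 between replicates, a ratio of 1.75 ± 0.222 (SD over the pairs of libraries). In liver the distances were 86.0 and 68.4, a ratio of 1.26 ± 0.151. In each tissue the labelled grouping gave the largest ratio of the 3 ways to split 4 libraries into pairs, which is the smallest p the design allows (exact permutation test, one-sided, p = 0.333). The eWAT ratio moved most with the 500 most variable genes, to 2.27. In a principal component analysis of 15587 genes, the first component held 71.2% and the second 16.6% of the variance. The liver libraries lay between -125 and -151 on the first component. The eWAT libraries labelled Crtc1+/+ lay at 204 and 210, and those labelled Crtc1-/- at 132 (replicate 1) and 2.83 (replicate 2). On the second component eWAT labelled Crtc1-/- lay at -130 and -108, and eWAT labelled Crtc1+/+ at 65.3 and 81.0. Replicate 2 of eWAT labelled Crtc1-/- correlated with the 4 liver libraries at 0.871 to 0.889 and with its own replicate at 0.877, whereas the other eWAT libraries correlated with liver at 0.599 to 0.705. Whether the effect of genotype differs between the tissues was tested gene by gene with an interaction term. Of the 15587 genes, 1081 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 589 with the higher change in eWAT and 492 with the lower, and DESeq2 gave 2056. Among the 53 tested genes of an epididymis marker list, 41 were interaction genes.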

Clustering tree and the principal component analysis (PCA) illustrated that Crtc1 deletion had a greater impact on the transcriptome in eWAT than that in liver (Figures 6B,C). Volcano plots showed that there were more DEGs between Crtc1^–/–^ and Crtc1^+/+^ in eWAT (1,050 upregulated genes and 854 downregulated genes) than liver (386 upregulated genes and 97 downregulated genes) when the cut-off value of | log2 (fold change) | was > 1 and *P* < 0.01 (Figure 6D and Supplementary Figure 1A). 

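With these thresholds edgeR's quasi-likelihood test gave 2448 DEGs among 15391 genes in eWAT, 1288 higher and 1160 lower in the libraries labelled Crtc1-/-. In liver it gave 500 among 11707 genes, 333 higher and 167 lower. By chance 154 eWAT genes and 117 liver genes would have an unadjusted p under 0.01. After Benjamini-Hochberg adjustment 1875 genes in eWAT (1023 higher, 852 lower) and 10 in liver (7 higher, 3 lower) had an adjusted p under 0.05. The counts at an unadjusted p under 0.05 were 5130 and 2029. The 2 other splits of the 4 libraries gave 11 and 1 DEGs in eWAT, and 19 and 25 in liver. Each of these splits puts libraries of different label in one group, so the label difference widens the spread within groups and lowers the number of calls. They therefore give no rate of false calls. Both libraries labelled Crtc1-/- lay on one side of both labelled Crtc1+/+ for 66.6% of eWAT genes and 52.1% of liver genes, against the 33.3% that chance gives. The biological coefficient of variation was 0.517 in eWAT and 0.253 in liver. The number of eWAT DEGs moved most when counts were scaled on adipocyte marker genes, under which the median log2 fold change of all genes was -3.50, against -0.05 with TMM, and 4 DEGs were higher and 12396 lower. DESeq2 gave 4039 DEGs in eWAT, and limma on quantile-normalized log2(FPKM + 1) gave 38 in liver. The share of eWAT DEGs that were higher was 52.6% with TMM, 41.5% with upper-quartile scaling and 35.1% with library-size scaling, which moved the median of all genes to -0.25 and -0.35. In liver that share was 66.6% with TMM and 77.1% with upper-quartile scaling, but 47.8% with limma on log2(count + 1), 48.8% on log2(FPKM + 0.1) and 57.9% on log2(FPKM + 1). It was 37.9% with limma on FPKM without a logarithm, a fit chosen after seeing the data. Genes over 2-fold numbered 7132 in eWAT and 1247 in liver, and 2040 in liver without replicate 1 labelled Crtc1-/-.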

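Among genes with an adjusted p under 0.05, the largest rises in eWAT labelled Crtc1-/- were those of Orm3 (NCBI Gene 18407), Cdsn, Sncg, Krt79 and Tmem273. Orm3 was at 23.7 and 13.5 CPM against 0.385 and 0.0519, a log2 fold change of 6.35 (standard error 0.97, adjusted p = 0.0264 in edgeR), and its reads could have been shared with other Orm genes. Sncg (NCBI Gene 20618) was at 664 and 597 CPM against 10.3 and 16.0, a log2 fold change of 5.59 (standard error 0.44, adjusted p = 0.0155). Those of Cdsn, Krt79 and Tmem273 were 5.76, 5.53 and 5.18. The largest falls were in genes at the floor (3 counts or fewer) in both eWAT libraries labelled Crtc1-/-, so each fold is a lower bound. Lcn6 (NCBI Gene 620709) was at 690.0 and 654 CPM in eWAT labelled Crtc1+/+ and at least 3602-fold lower, Gm4846 at least 3480-fold, Defb15 at least 2191-fold, Spink12 at least 1848-fold and Defb41 at least 1715-fold. The reads of the Defb genes could have been split among members of that family. In liver the largest rises were Sult2a2 (NCBI Gene 100043194), at 87.4 and 243 CPM against 1.44 and 0 with a log2 fold change of 7.82 (standard error 1.00, adjusted p = 0.0418), Cyp3a41a (6.36), Cyp2b13 (5.30), Tff3 (3.44) and Orm3 (3.14). The change of Sult2a2 was 14.58 without liver labelled Crtc1+/+ replicate 1, and that of Cyp3a41a was 12.65 without liver labelled Crtc1+/+ replicate 2, which in each case left a library with no count of the gene. Mup7 (NCBI Gene 100041658) had the largest fall, -5.80 (standard error 0.79, adjusted p = 0.0493), followed by Elovl3 (-4.21) and Ppp1r3c (-1.91). The Sult2a, Cyp3a41, Cyp2b and Mup genes have near-identical copies between which reads could have been split.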

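The 28 genes drawn as higher in eWAT in Fig. 6E had log2 fold changes of 3.63 to 4.94 (median 4.36) in edgeR, and the 22 drawn as lower had -13.92 to -4.49 (median -11.59, and -11.59 with genes at the floor set to their bound). All 50 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all genes and adjusted over the list alone. The study chose these genes on the same libraries, so this is not independent evidence. Cd300lg (NCBI Gene 52685) was at 1365 and 1081 CPM in eWAT labelled Crtc1-/- and 30.7 and 48.8 in eWAT labelled Crtc1+/+, a log2 fold change of 4.94 (standard error 0.49, adjusted p = 0.0169). Gpx5 (NCBI Gene 14780), a secreted peroxidase of the epididymis, was at 1.81 and 7.01 CPM against 40801 and 50642, a log2 fold change of -13.34 (standard error 1.56, adjusted p = 0.0184). Of the 22 lower genes 12 belong to a list of 54 epididymis marker genes, and of the 28 higher genes 5 belong to an endothelial list, 3 to an adipocyte list and 1 to the PPAR pathway map.
The 54 epididymis genes held 12.2% (Wilson 95% confidence interval 12.2 to 12.3) and 13.8% (13.8 to 13.8) of the counts in eWAT labelled Crtc1+/+. In eWAT labelled Crtc1-/- they held 0.00898% (0.00856 to 0.00942) and 0.00229% (0.00208 to 0.00253). The 18 adipocyte markers held 5.32% and 2.62% in eWAT labelled Crtc1-/-, and 0.346% and 0.566% in eWAT labelled Crtc1+/+. The 13 hepatocyte markers held 10.6% (10.6 to 10.6) in replicate 2 of eWAT labelled Crtc1-/-, between 0.127% and 0.652% in the other eWAT libraries, and between 19.2% and 23.5% in liver. These intervals cover counting error only.

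**Figure D2:**
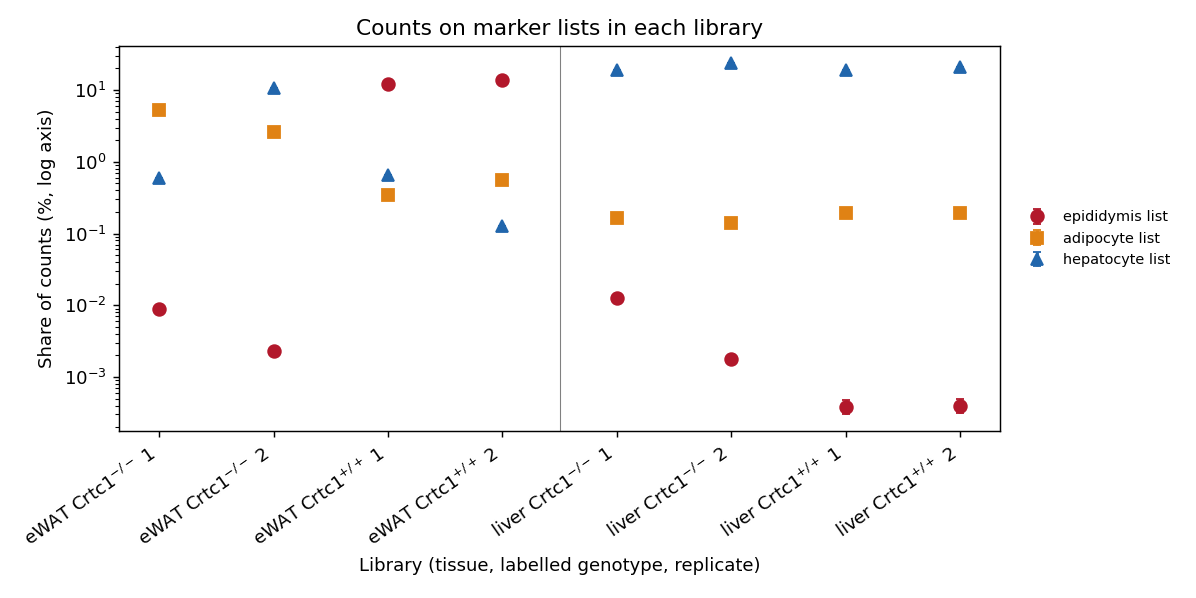
Share of each library's counts (%, log axis) held by the epididymis (54 genes), adipocyte (18 genes) and hepatocyte (13 genes) marker lists in the 8 libraries, with Wilson 95% confidence intervals as bars, mostly smaller than the symbols. The epididymis list holds 12.2% and 13.8% in eWAT labelled Crtc1+/+, and the hepatocyte list 10.6% in replicate 2 of eWAT labelled Crtc1-/-.

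In liver, 24 of the 37 genes drawn as higher in Supplementary Fig. 1B passed the expression filter, and all 24 were higher (median log2 fold change 2.18, and 2.15 with 5 genes at the floor set to their bound). By adjusted p in edgeR 1 of them, Lpl, passed over all genes and 23 adjusted over the list alone. Of the 13 drawn as lower 8 were tested and all were lower (median -2.10), with 2 passing over all genes and 8 adjusted over the list alone. These genes too were chosen by the study on the same libraries. Their directions and the numbers adjusted over the list alone are therefore not independent evidence. Lpl (NCBI Gene 16956) was at 38.4 and 38.5 CPM in liver labelled Crtc1-/- and 7.55 and 8.34 in liver labelled Crtc1+/+, a log2 fold change of 2.27 (standard error 0.26, adjusted p = 0.0332).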

The top 50 DEGs in eWAT (Figure 6E) and liver (Supplementary Figure 1B) were shown as heatmaps.

**FIGURE 6:**
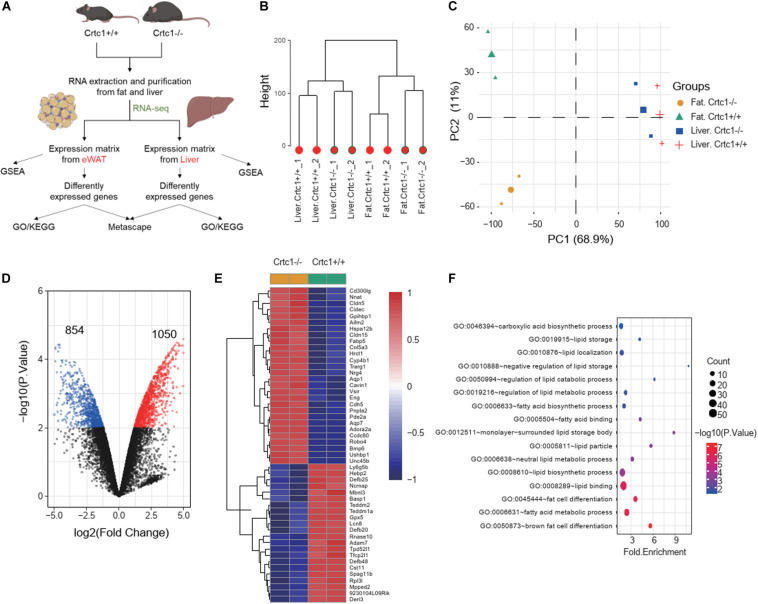
Crtc1 deficiency globally remodels lipid metabolism in adipose tissue. **(A)** Schematic of the transcriptome analysis procedure. **(B)** Hierarchical clustering showing the relationship among different groups at the transcriptome level. **(C)** PCA plot showing global sample distribution profiles. **(D)** Volcano plot of DEGs (red, upregulated genes; blue, downregulated genes) in eWAT under the cut-off value of | log2 (fold change) | > 1 and *P* < 0.01. **(E)** Heatmap of the top 50 most significant DEGs in eWAT. **(F)** Bubble plot of lipid-metabolism-related biological processes (*P* < 0.05) in eWAT by GO enrichment analysis.

The results of GSEA (Table 2) and GO enrichment analysis (Figure 6F) of DEGs in eWAT showed that biological processes affected by Crtc1 deletion were closely related to fatty acid metabolism and adipocyte differentiation. These processes included brown fat cell differentiation, fatty acid metabolic process, fat cell differentiation, lipid binding and lipid biosynthetic process in GO analysis (Figure 6F), and fatty acid beta oxidation, fatty acid catabolic process, lipid oxidation, monocarboxylic acid catabolic process, regulation of fatty acid oxidation and fatty acid metabolic process in GSEA (Table 2).

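The GO and KEGG gene sets were not used here. Fatty acid metabolism and adipocyte differentiation were tested in eWAT with camera on 32 gene lists, of which 12 were Reactome sets, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. Of 86 genes of fatty acid, triacylglycerol and ketone body metabolism, 63 were higher and 23 lower in the libraries labelled Crtc1-/-, with a median log2 fold change of 0.58 (adjusted p = 5.66e-04 from camera). Without eWAT labelled Crtc1-/- replicate 2 that median was 0.36. Metabolism of lipids and lipoproteins had a median of 0.40 over 462 genes (adjusted p = 0.0174), which was -0.01 without that library. The 45 genes of transcriptional regulation of white adipocyte differentiation had a median of 0.08, with 24 higher and 21 lower. Their adjusted p was 0.447 from camera and 0.0495 from fgsea on ranked genes. The median was -0.09 without eWAT labelled Crtc1-/- replicate 1. All 18 adipocyte markers were higher (median 3.64, adjusted p = 2.70e-12), 14 of them with an adjusted p under 0.05 over all genes in edgeR and 17 adjusted over the list alone. Of the 6 tested brown fat markers 4 were higher (median 0.58, adjusted p = 0.446, and 0.20 without eWAT labelled Crtc1-/- replicate 1). Of the 32 lists 17 had an adjusted p under 0.05 in camera. The rotation test fry kept 4 of these calls, on the PPAR map, CREB target, endothelial and epididymis lists. With the correlation estimated from the data no list passed, the lowest adjusted p being 0.134.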

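Of 37 genes of fatty acid beta oxidation, 35 were higher and 2 lower in eWAT labelled Crtc1-/-, with a median log2 fold change of 1.73 (adjusted p = 4.66e-09 from camera). Of these 13 had an adjusted p under 0.05 in edgeR over all genes and 25 adjusted over the list alone. All 37 also passed the expression filter in liver, and without eWAT labelled Crtc1-/- replicate 2, the library with the high share of hepatocyte markers, the median was 1.05, with 30 higher and 7 lower. The 15 genes of mitochondrial beta oxidation in Reactome had a median of 1.63 (14 higher, adjusted p = 7.59e-08). Fatty acid catabolism in mitochondria feeds the respiratory chain, and 77 of 85 respiratory chain genes were higher (median 0.79, adjusted p = 9.68e-12). Of these genes 2 had an adjusted p under 0.05 in edgeR over all genes and 0 adjusted over the list alone, with 36 at an unadjusted p under 0.05. The 66 genes of respiratory electron transport had a median of 0.83 (adjusted p = 4.24e-11). By fry the adjusted p of the beta oxidation and respiratory chain lists was 0.109, within ranges over the alternatives of 4.78e-11 to 0.604 and 1.29e-14 to 0.604. Under scaling on adipocyte markers the medians were -1.61 and -2.66, which were 1.89 and 0.84 above the median of all genes. Triglyceride biosynthesis had a median of 0.31 (26 of 38 genes higher, adjusted p = 0.176, and 0.55 without eWAT labelled Crtc1+/+ replicate 2). Cholesterol biosynthesis had a median of -0.67 (16 of 23 lower, adjusted p = 0.191), which moved to -1.02 without eWAT labelled Crtc1-/- replicate 2. In a test of the interaction with tissue, 36 of the 37 beta oxidation genes had the higher change in eWAT (median difference 2.04), and 8 had an adjusted p under 0.05.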

**TABLE 2:** Top 10 GO term significantly enriched in GSEA of Fat.

Term	Size	ES	NES	*P*-value	FDR
Fatty acid beta oxidation	67	0.6354	2.817212	0	0
Respiratory chain complex	66	0.604227	2.748158	0	0
Fatty acid catabolic process	91	0.585858	2.734791	0	0
Lipid oxidation	90	0.56813	2.632225	0	0
Monocarboxylic acid catabolic process	105	0.539191	2.606093	0	0
Regulation of fatty acid oxidation	26	0.72454	2.539472	0	0
Organic acid catabolic process	207	0.465007	2.519613	0	0
Fatty acid metabolic process	188	0.478127	2.512534	0	2.11E–04
Inner mitochondrial membrane protein complex	96	0.521155	2.465609	0	1.88E–04
Cellular response to vascular endothelial growth factor stimulus	43	0.610762	2.457331	0	1.69E–04

In contrast, DEGs in liver were not relevant to lipid metabolism, but were significantly enriched in extracellular region, extracellular matrix, regulation of locomotion, extracellular matrix part and proteinaceous extracellular matrix (Supplementary Figure 1C). This result was further confirmed by GSEA in liver (Supplementary Table 1). In addition, integrated enrichment analysis of DEGs between liver and eWAT also showed that the fat accumulation caused by Crtc1 deletion was largely related to adipose but not liver (Supplementary Figure 1E).

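In liver 29 lists were tested with camera. Of 47 genes of the extracellular matrix 39 were higher and 8 lower in the libraries labelled Crtc1-/-, with a median log2 fold change of 0.62 (adjusted p = 4.31e-05 from camera). Without liver labelled Crtc1-/- replicate 2 that median was 0.39. No gene of the list had an adjusted p under 0.05 in edgeR over all genes, 2 did adjusted over the list alone, and 18 had an unadjusted p under 0.05. The 155 genes of extracellular matrix organization had a median of 0.24 (105 higher, adjusted p = 0.0235), and 0.08 without the same library. Lipid metabolism was tested the same way. Beta oxidation had 32 of 37 genes lower, with a median of -0.44 (adjusted p = 7.95e-06), with 0 genes at an adjusted p under 0.05 in edgeR and 12 at an unadjusted p under 0.05. Metabolism of lipids and lipoproteins had a median of -0.15 over 415 genes (adjusted p = 0.0232), fatty acid, triacylglycerol and ketone body metabolism -0.21 over 84 (0.0124), triglyceride biosynthesis -0.25 over 36 (0.0122) and cholesterol biosynthesis 0.28 over 23 (0.0868). The first of these was -0.09 without liver labelled Crtc1+/+ replicate 2, and the last moved from 0.81 without that library to 0.00 without liver labelled Crtc1-/- replicate 2. In liver 18 lists had an adjusted p under 0.05 in camera. None did by fry (lowest adjusted p 0.261) or with an estimated correlation (lowest 0.506).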

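By adjusted p from camera, the first 3 lists in liver were those that hold cytosolic ribosomal proteins, while several marker lists had larger medians. Of 75 such genes 69 were higher and 6 lower in the libraries labelled Crtc1-/-, with a median log2 fold change of 0.55 (adjusted p = 1.31e-11 from camera, and 7.63e-15 from fgsea on ranked genes). The median was 0.28 without liver labelled Crtc1-/- replicate 2 and 0.37 without liver labelled Crtc1+/+ replicate 2, against 0.81 without either of the others. The Reactome sets of SRP-dependent protein targeting and of nonsense-mediated decay, which also hold ribosomal protein genes, had medians of 0.49 (adjusted p = 7.11e-09) and 0.51 (1.73e-08), and 0.25 and 0.25 without liver labelled Crtc1-/- replicate 2. Of 83 respiratory chain genes 69 were higher (median 0.45, adjusted p = 4.61e-08). None of these lists passed by fry, at adjusted p of 0.370 for the ribosome list, within a range over its alternatives of 7.63e-15 to 0.538. The 28 tested genes of the PPAR pathway map had a median of -0.19, with 11 higher and 17 lower (adjusted p = 0.380, range over the alternatives 0.297 to 0.902), and of -0.05 without liver labelled Crtc1-/- replicate 1. Of these genes 1, Lpl, had an adjusted p under 0.05 in edgeR over all genes, and 6 did adjusted over the list alone.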

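Of 11577 genes tested in both tissues, 1609 were DEGs in eWAT and 483 in liver. The tissues shared 106 DEGs where 67.1 would be shared by chance (odds ratio 1.79, Fisher's exact test, two-sided, p = 1.09e-06). Of the shared genes 61 changed in the same direction and 45 in opposite directions, and 7 were epididymis markers, lower in eWAT and higher in liver in the libraries labelled Crtc1-/-. With an adjusted p under 0.05 in place of the paper's threshold 1 gene was shared, of 1233 in eWAT and 8 in liver (odds ratio 1.20, Fisher's exact test, two-sided, p = 0.594, against a range of 0.0176 to 0.594 over the alternatives). The 31 genes of the PPAR pathway map had a median difference between the tissues of 2.56 on the log2 scale, higher in eWAT for 28, and 8 had an adjusted p under 0.05 for the interaction in edgeR. Cytosolic ribosome genes had a median difference of -0.82 and respiratory chain genes of 0.32, with 0 genes past that threshold in each, while 4193 of 15587 genes had an unadjusted p under 0.05 for the interaction.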

To validate these findings, we examined the mRNA levels of lipid-metabolism-related genes by qRT-PCR. In liver, there was no significant difference in the expression of key genes related to lipogenesis, fatty acid transport and fatty acid oxidation, except for Fasn and Cd36, between Crtc1^–/–^ and Crtc1^+/+^ mice (Figure 7A). However, the mRNA levels of genes related to fat differentiation, lipogenesis, fatty acid transport oxidation and transport were substantially increased in adipose tissue of Crtc1^–/–^ mice compared with Crtc1^+/+^ mice (Figure 7B).

**FIGURE 7:**
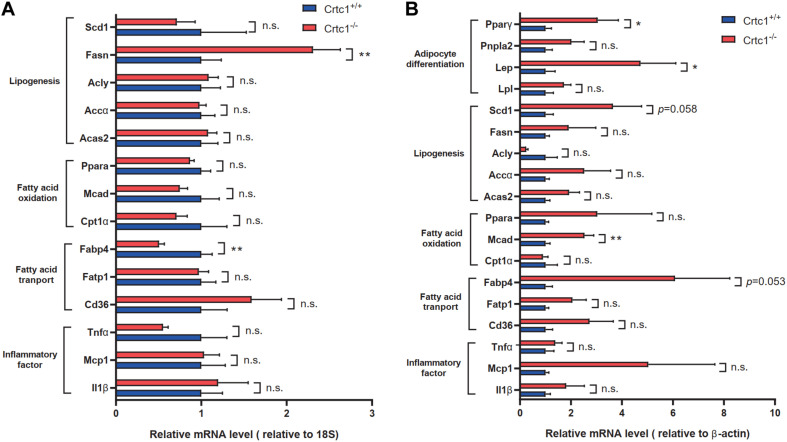
Validation of lipid-metabolism-related genes. **(A,B)** Expression of key genes related to different lipid metabolism processes in liver **(A)** and eWAT **(B)**, measured by qRT-PCR. Data are mean ± SEM; *P < 0.05; **P < 0.01 and n.s. indicates no significant difference between Crtc1^+/+^ and Crtc1^–/–^ groups. *n* = 6.

### Crtc1 Deficiency Promotes Lipogenesis Potentially via Activating PPARγ Signaling Pathway

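The PPAR signaling pathway map drawn in Fig. 8B draws genes in red, blue and white, of which 31 were tested in eWAT. In the libraries labelled Crtc1-/- 28 were higher and 3 lower, with a median log2 fold change of 2.44 (adjusted p = 6.27e-09 from camera and 4.35e-10 from fgsea). Of these genes 12 had an adjusted p under 0.05 in edgeR over all genes and 20 adjusted over the list alone. The colours were assigned on the same libraries, so the counts by colour are not independent evidence. Of the red genes 18 were higher and 1, Slc27a4, lower (median 2.95). Acsl1, drawn in blue (NCBI Gene 14081), was higher by 0.60 (standard error 0.43, adjusted p = 0.361), and by 0.25 without eWAT labelled Crtc1+/+ replicate 1 and 1.09 without replicate 2. The white genes had a median of 1.53. In 21 of the 31 genes both libraries labelled Crtc1-/- lay above both labelled Crtc1+/+, and in 1 both lay below, where chance gives 33.3% for either. Fabp1, Cyp8b1 and Ehhadh were high in replicate 2 of eWAT labelled Crtc1-/- alone, Fabp1 at 1539.9 CPM against 9.07 in replicate 1. Without that library the median of the map was 1.72, with 24 higher and 7 lower. Under scaling on the adipocyte markers that Fig. 8B does not draw, the median was -0.96, with 10 higher and 21 lower, which was 2.53 above the median of all genes. With the correlation between genes estimated from the data the adjusted p from camera was 0.532, and over the alternatives it ranged from 3.67e-17 to 0.532.

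**Figure D3:**
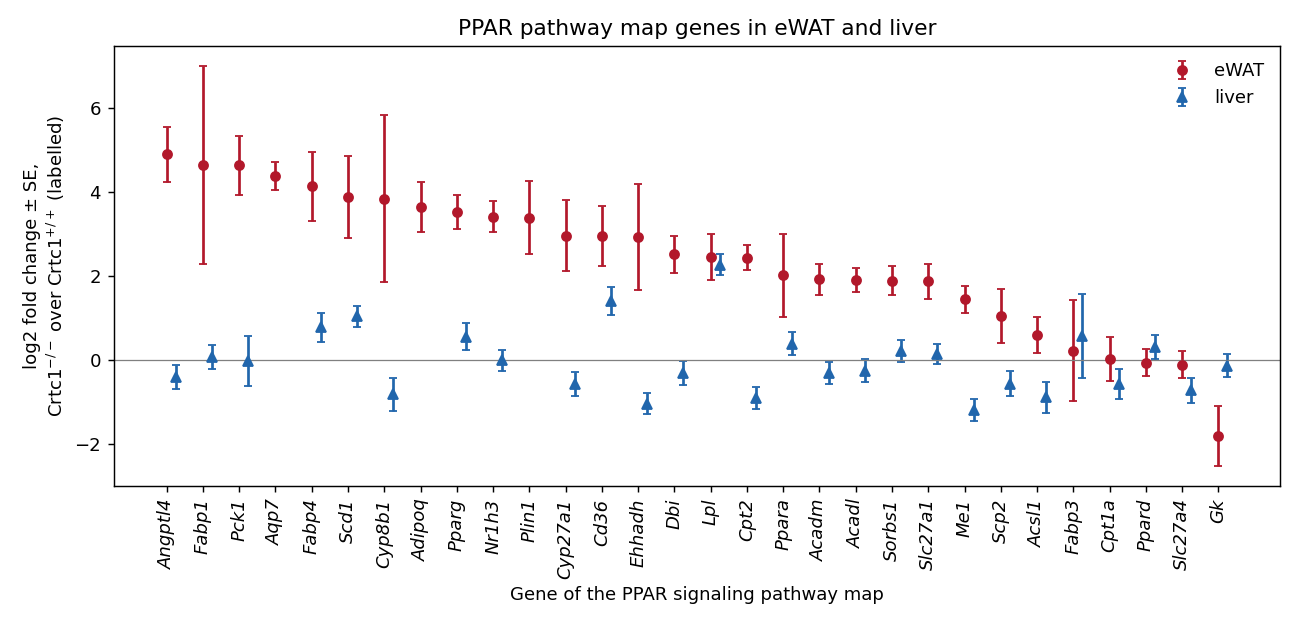
Log2 fold change of libraries labelled Crtc1-/- over Crtc1+/+ for genes of the PPAR pathway map in eWAT (red circles) and liver (blue triangles), with bars of ± 1 standard error from edgeR (n = 2 libraries per genotype and tissue). Of all tested genes of the map, which are not all drawn, 28 of 31 were above 0 in eWAT and 11 of 28 in liver with TMM scaling, and under scaling on adipocyte markers 10 of 31 did in eWAT.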

According to the results of GSEA (Figure 8A) analysis and KEGG (Figure 8B) analysis, we found that PPAR signaling pathway was significantly up-regulated in Crtc1^–/–^ mice. More importantly, transcription factor Pparγ was significantly enriched in DEGs of eWAT by Metascape enrichment analysis (Table 3). Activation of Pparγ in white adipocytes has been shown to promote fatty acid storage, triglyceride (TG) synthesis and glucose uptake through upregulation of fatty acid metabolism genes, including C/EBPα, Stat1, Stat5, Fabp4, Lpl, Cd36, Glut4, Pepck, and etc. (Ahmadian et al., 2013; Marechal et al., 2018). Most of these genes were remarkably up-regulated in eWAT in Crtc1^–/–^ mice (Figure 8B). These results suggest that Crtc1 deficiency promotes lipogenesis potentially via activating PPARγ signaling pathway.

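The 9 genes that the text lists by name (Stat5 as Stat5a and Stat5b, Glut4 as Slc2a4 and Pepck as Pck1) had a median log2 fold change of 2.44 in eWAT labelled Crtc1-/- (adjusted p = 1.93e-05 from camera and 0.0799 from fry). By edgeR's quasi-likelihood test 4 had an adjusted p under 0.05 over all genes and 7 adjusted over the list alone. Cebpa (NCBI Gene 12606) was at 853 and 751 CPM in eWAT labelled Crtc1-/- and 92.2 and 95.3 in eWAT labelled Crtc1+/+, a log2 fold change of 3.10 (standard error 0.35, adjusted p = 0.0178). Fabp4 (NCBI Gene 11770) was at 18221 and 9589 against 499 and 1079 CPM, a change of 4.14 (standard error 0.82, adjusted p = 0.0409). Pck1 (NCBI Gene 18534) was at 2708 and 3332 against 67.8 and 176 CPM, a change of 4.63 (standard error 0.69, adjusted p = 0.0260). Stat5b (NCBI Gene 20851) rose by 1.54 (standard error 0.26, adjusted p = 0.0309), Lpl by 2.44 (0.55, 0.0519), Cd36 by 2.95 (0.71, 0.0595) and Slc2a4 by 1.79 (0.52, 0.0886). Stat5a changed by 0.72 (adjusted p = 0.195), and by 0.40 without eWAT labelled Crtc1-/- replicate 1. Slc2a4 was at 156 and 58.9 CPM in eWAT labelled Crtc1-/-, and its change was 0.92 without replicate 1. Under scaling on adipocyte markers the median of the list was lower (-0.90, which was 2.60 above the median of all genes). In that setting Fabp4 was 0.72 and Pck1 1.36 higher.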

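Pparg (NCBI Gene 19016), on the plus strand of chromosome 6 of GRCm38 from 115360951 to 115490399, was at 254 and 188 CPM in eWAT labelled Crtc1-/- (mean 221 ± 46.8, SD, n = 2) and at 14.5 and 24.1 CPM in eWAT labelled Crtc1+/+ (mean 19.3 ± 6.80, SD, n = 2). Its log2 fold change was 3.52 (standard error 0.41, adjusted p = 0.0184 from edgeR's quasi-likelihood test), and it lay between 3.20 and 3.93 with each library left out in turn. In liver Pparg was at 10.2 and 7.00 CPM against 6.42 and 5.30, a change of 0.56 (standard error 0.32, adjusted p = 0.383), and of 0.28 without liver labelled Crtc1-/- replicate 1. The difference between the tissues was 2.87 (adjusted p = 0.0175 for the interaction in edgeR). Under scaling on adipocyte markers the eWAT change was 0.11 (adjusted p = 0.843 in edgeR, against a range of 2.78e-15 to 0.843 over the alternatives). Adipoq (NCBI Gene 11450) and Angptl4 (NCBI Gene 57875) of the same map rose by 3.65 and 4.89 in eWAT. Of the 5 genes of lipogenesis that the paper measures in Fig. 7, 4 were higher in eWAT (median 1.23), Scd1 by 3.88 (adjusted p = 0.0660), Acss2 by 1.27 (0.0523), Acaca by 1.23 (0.104) and Fasn by 0.24 (0.767), with the Fasn values of the libraries labelled Crtc1-/- on both sides of the others. The log2 fold change of Acly was -2.48 (0.0353). By adjusted p in edgeR 1 of the 5, Acly, passed over all genes and 4 adjusted over the list alone. Directions run from the libraries labelled Crtc1+/+ to those labelled Crtc1-/-, in which Crtc1 counts were not lower. The paper takes as its basis the enrichment of the PPAR pathway, and of Pparγ as a transcription factor, among eWAT genes. To this the paper adds the rise of the genes downstream of Pparγ. By qRT-PCR in eWAT (Fig. 7), the paper also reports increased genes of fat differentiation, lipogenesis and fatty acid transport, and cites this for Pparγ expression. It proposes that loss of Crtc1 promotes lipogenesis by activating PPARγ signaling.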

**FIGURE 8:**
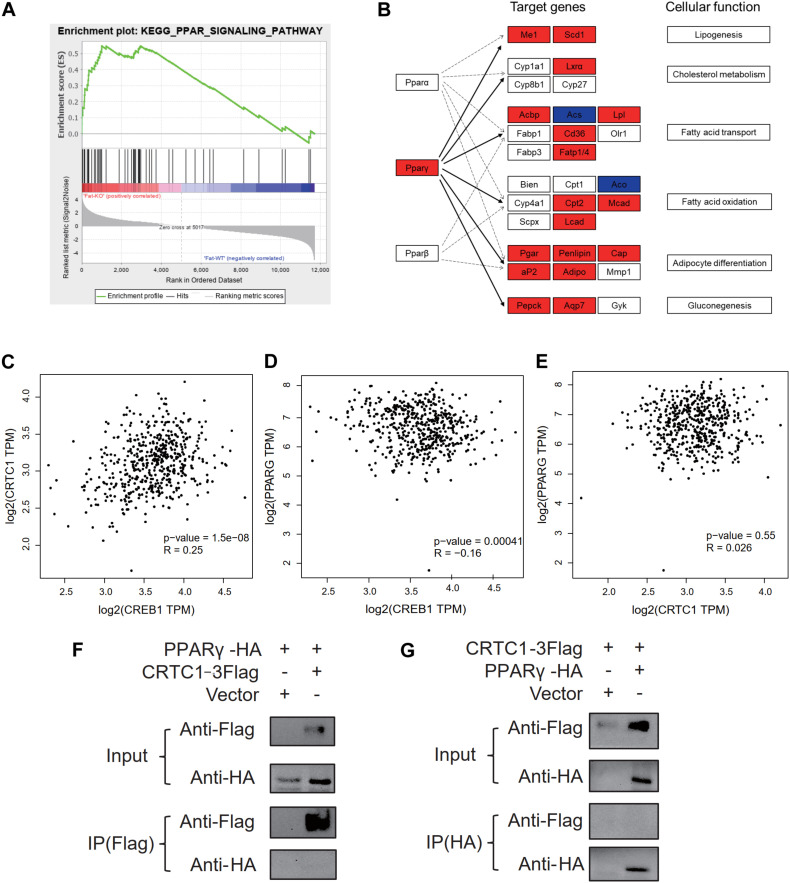
Crtc1 deletion up-regulated the PPAR signaling pathway. **(A)** PPAR signaling pathway was enriched in GSEA. **(B)** Enrichment analysis of DEGs in eWAT tissue in PPAR pathway using KEGG map. Red represents upregulated genes. Blue represents downregulated genes. **(C–E)** Scattered plot of correlation between Crtc1, Creb1 and Pparγ in human adipose tissue using GEPIA. **(F,G)** Co-IP validation of protein interactions between CRTC1 and PPARγ by Flag primary antibody(F) and HA primary antibody **(G)**, respectively.

**TABLE 3:** Top 10 transcription factor enriched in Metascape of eWAT.

Transcription factor	−log10 (*P*-value)	Enrichment	*Z*-score	−log10 (*Q*-value)
Sp1	6.3	2.1	5.6	5.6
PPARg	6.2	3.8	6.3	6.3
PPARa	6	3.9	6.2	6.2
Nr3c2	4	8	5.8	5.8
Clock	3.8	5.3	5.1	5.1
PPARd	3.8	6.1	5.3	5.3
Thrap3	3.2	11	5.5	5.5
Cebpb	3.1	2.9	3.9	3.9
Egr1	2.9	2.4	3.6	3.6

In addition to the transcriptional regulation of Pparγ expression in adipose tissue (Figure 7B), we also explored whether CRTC1, as a transcription cofactor, might directly bind to PPARγ to modify its activity. However, the Co-IP assay failed to observe a direct interaction between CRTC1 and PPARγ in 293T cell (Figures 8F,G). Interestingly, from the online databases of healthy population, we found that Crtc1 was positively correlated with Creb1 (*R* = 0.25, *P* < 0.001) but not with Pparγ (*R* = 0.026, *P* = 0.55) at the mRNA level, whereas Creb1 was negatively correlated with Pparγ (*R* = −0.16, *P* < 0.001) (Figures 8C–E). These data imply that Crtc1 might regulate Pparγ transcription via Creb1.

## Discussion

Obesity is characterized by excessive fat accumulation and associated with glucose and lipid metabolism disorders. Crtc1, a transcription cofactor regulating CREB activity, has been involved in the pathogenesis of metabolic syndrome. However, the effect of Crtc1 on metabolism in peripheral tissues and the underlying mechanisms remain unclear. In our study, we found that Crtc1 deficiency aggravated the progression of fat accumulation potentially through activating PPARγ signaling pathway.

CRTCs family members have been closely associated with lipid metabolism. Crtc2 has been implicated as a critical mediator of increased Srebp1 activation and enhancement of de novo lipogenesis, which consequently controls hepatic lipid levels (Han et al., 2015). In addition, Song et al. (2010) has discovered that Crtc3 induces obesity by weakening β-adrenergic receptor in adipose, and Crtc3^–/–^ mice are protected from hepatic steatosis under high-fat-diet feeding conditions. Given that Crtc2 and 3 show 32% homology with Crtc1 (Iourgenko et al., 2003), we speculate that Crtc1 has greater potential for modulating whole-body lipid homeostasis.

In this study, we firstly identified transcription cofactor Crtc1 as one of genes to generate anti-obesity effect, reflected by increase of bodyweight and fat weight including sWAT, eWAT and BAT in Crtc1^–/–^ mice. We performed food intake and indirect calorimetry measurements to determine the reason that Crtc1^–/–^ mice were heavier than Crtc1^+/+^ mice. The results excluded the possibility that abnormal food intake or reduced energy expenditure is the main contribution to obesity in Crtc1^–/–^ mice. It is inferred that Crtc1 maintains the whole-body energy balance, and Crtc1^–/–^ mice are predisposed to synthesize fat, not mobilize fat. Another possible contributor to obesity may be derived from the impact of Crtc1 on food absorption, which needs validation in future studies. Interestingly, Crtc1 deletion also impairs normal circadian rhythm on energy metabolism, which confirms a previous report that CRTC1-SIK1 pathway regulates the entrainment of the circadian clock (Jagannath et al., 2013). The crosstalk of circadian rhythm and lipid metabolism is increasingly recognized, and this interaction may be involved in the maintenance of metabolism homeostasis. Cumulating clinical and animal studies emphasize that the disruption of circadian rhythm widely affects lipid metabolism and accelerates the occurrence and development of obesity (Albrecht, 2017), which may be the crucial reason for the obesity in Crtc1^–/–^ mice. Importantly, Crtc1^–/–^ mice displayed insulin resistance but normal lipid levels compared to Crtc1^+/+^ mice at 8 months old, indicating that insulin sensitivity is earlier than plasma lipid profiles to sense fat accumulation. Aforementioned results suggest a possible role of Crtc1 in regulating lipids delivery and accumulation in peripheral tissues.

In addition to white adipose tissue, liver is the pivotal peripheral organ to maintain lipid homeostasis. Kim (2016) previously reported that Crtc1^–/–^ mice developed spontaneous hepatic steatosis and systemic deterioration in lipid, cholesterol, and bile acid homeostasis became more apparent with age. However, in our study, both H&E and oil red O staining assays showed no significant difference in liver steatosis induced by Crtc1 knockout at the age of 8 months. Although RNA sequencing analysis showed that the transcriptome alteration in the liver caused by Crtc1 deletion was not significantly associated with lipid metabolism, PCR validation assays found that the expression of Fasn and Cd36 which are related to the synthesis of fatty acid were upregulated in Crtc1^–/–^ mice. Therefore, alterations in liver metabolism might still be present, and its contribution to the obesity in Crtc1-deficient mouse need to be further investigated in future.

The area of adipocytes, in particularly eWAT, showed a uniform and significant increase in Crtc1^–/–^ mice confirmed by H&E staining, suggesting that the impact of Crtc1 deficiency on obesity was specific to white adipose tissues. Pathological white adipose remodeling, typically characterized by adipocyte hypertrophy, chronic inflammation and fibrosis, is associated with risks of metabolic diseases (Vishvanath and Gupta, 2019). It is well known that adipocyte hypertrophy and increased adiponectin secretion in the adipose tissue are responsible for insulin resistance (Lu et al., 2020), consistent with the increased circulating FABP4 and insulin levels in Crtc1^–/–^ mice observed in our study. Moreover, clinical evidence also indicates that Crtc1 polymorphisms increase body mass index and fat mass in the general adult population (Choong et al., 2013), and Crtc1 DNA methylation is related to fat distribution (Rohde et al., 2019). Transcriptome analysis of eWAT showed that the biological processes affected by Crtc1 deletion were closely related to fatty acid metabolism and adipocyte differentiation. The results of qRT-PCR further validated that Crtc1 deletion resulted in increased expression of genes related to adipocyte differentiation (Pparγ, Lep) and fatty acid transportation (Fabp4), which convergently caused fat accumulation in eWAT with normal chow diet. Collectively, these findings suggest that the regulation of lipid metabolism by Crtc1 might happen in adipose tissue, but not in liver.

According to our RNA-seq data, PPAR signaling pathway and transcription factor Pparγ were significantly enriched in KEGG analysis and Metascape of DEGs in eWAT, respectively. In addition, PPAR signaling pathway was also enriched using GSEA analysis by functional class scoring method. The results of the comprehensive analysis consistently showed that Pparγ played an important role in the lipid accumulation in adipose tissue caused by Crtc1^–/–^. Pparγ is thought to be a master transcription factor of adipogenesis (Lefterova et al., 2014). Once adipogenesis program being initiated, a transcriptional cascade is activated and induces the expression of metabolic genes and adipokines associated with the adipocyte phenotype, such as Fabp4, Glut4, leptin and adiponectin (Lefterova and Lazar, 2009).

CRTCs are inactivated through phosphorylation by AMP-activated protein kinase (AMPK) family kinases, such as salt-inducible kinases 1, 2, and 3 (SIK1/2/3), and inversely they are activated via dephosphorylation by the serine/threonine phosphatase calcineurin, which induces nuclear translocation and consequently activates CREB targets (Escoubas et al., 2017). Creb1 is an important transcription factor regulating Pgc1α content, a transcriptional coactivator interacting with Pparγ (Singh et al., 2015). It has been reported that Malat1, a long non-coding RNA, maintains the phosphorylation of CREB to further activate the CREB signaling pathway, thus enhancing PGC-1α level and PPARγ activity (Ruan et al., 2019). However, Herzig et al. (2003) found that Creb1^–/–^ inhibited the transcription activity of Hes1, which was a transcription repressor of Pparγ, then upregulated the level of Pparγ. Moreover, Creb1 has been shown to aggravate insulin resistance by stimulating the expression of the bZiP factor ATF3 which represses Pparγ expression and inhibits adipocyte differentiation (Qi et al., 2009; Jang and Jung, 2014). In NIH 3T3 cells, Crtc1 acts as a sensor of stimulation, triggering CREB-driven transcription of SIK1 and PER1 and thereby regulating circadian rhythms (Jagannath et al., 2013). Similarly, CREB-CRTC1 pathway participants in energy balance and long-term hippocampal plasticity in this manner (Altarejos et al., 2008; Ch’ng et al., 2012). We further analyzed the online database of health population and found that Creb1 negatively regulated the mRNA levels of Pparγ but there was no correlation between Crtc1 and Pparγ at the mRNA levels. Therefore, the up-regulation of Pparγ expression by Crtc1 deficiency might be attributable to the suppression of CREB1 activity, a potential molecular link that needs further investigation.

The absence of Crtc1 strikingly impaired the reproduction in mice even if not causing complete infertility. This observation is different from previous reports (Altarejos et al., 2008; Breuillaud et al., 2009), where the conclusions were controversial regarding the effect of Crtc1 deletion on fertility. Altarejos (Altarejos et al., 2008) reported that Crtc1^–/–^ females had abnormal uterine morphology and low circulating luteinizing hormone levels via down-regulation of Kiss1 gene expression. However, although the same gene trap method was used to construct Crtc1 knockout mice, the results from Breuillaud’s study were completely opposite (Breuillaud et al., 2009). Breuillaud et al. speculated that the reason for the opposite conclusion might be the different background of C57BL/6N mice, or the different gene background generated in the process of constructing Crtc1 knockout mice by gene trap. Our results supported that the lack of Crtc1 impaired fertility by a different knockout strategy using the CRISPR/Cas9 system. Obesity is associated with various reproductive sequelae in females, including anovulation, subfertility, infertility and increased risk of miscarriage due to dysregulation of the hypothalamic-pituitary-ovarian axis (Broughton and Moley, 2017). Similarly, obesity also causes male-factor infertility by means of endocrine abnormalities, and directly effects on the fidelity and throughput of spermatogenesis (Craig et al., 2017). Whether the impaired fertility of Crtc1^–/–^ mice is a result of obesity *per se* needs to be investigated in future.

In summary, our data demonstrate that the obesity caused by Crtc1^–/–^ deficiency was associated with increased fat accumulation in white adipose tissues, which potentially via activating PPARγ signaling pathway. These findings provide novel insights into the treatment of obesity.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Renmin Hospital of Wuhan University (application number 20180508).

## Author Contributions

ZW and MF conceived and designed the project. YHu, JL, and YF performed the experiments with input from YHe and LL. JL performed the bioinformatic analyses of RNA-seq data. YHu and JL drafted the manuscript. All authors have read and consent to the content of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Crtc1 Deficiency Causes Obesity Potentially via Regulating PPARγ Pathway in White Adipose
**Source:** Front Cell Dev Biol. 2021 Apr 12;9:602529. doi: 10.3389/fcell.2021.602529
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

Supplement Table 1. Top 10 GO term significantly enriched in GSEA of Liver.

| Term | Size | ES | NES | P value | FDR |
| --- | --- | --- | --- | --- | --- |
| Cotranslational protein targeting to membrane | 93 | 0.615062 | 2.434873 | 0 | 0 |
| Establishment of protein localization to endoplasmic reticulum | 103 | 0.570264 | 2.279016 | 0 | 0 |
| Nuclear transcribed mrna catabolic process nonsense mediated decay | 115 | 0.531766 | 2.213309 | 0 | 0.001228 |
| Cytosolic ribosome | 99 | 0.549616 | 2.193877 | 0 | 0.001379 |
| Protein localization to endoplasmic reticulum | 125 | 0.524965 | 2.183407 | 0 | 0.001287 |
| Cytosolic large ribosomal subunit | 54 | 0.579823 | 2.091313 | 0 | 0.007505 |
| Polysomal ribosome | 28 | 0.651076 | 2.083055 | 0 | 0.007485 |
| Glycosaminoglycan binding | 124 | 0.502225 | 2.081905 | 0 | 0.00655 |
| Cytokine activity | 60 | 0.552876 | 2.036005 | 0 | 0.014397 |
| Mitochondrial electron transport nadh to ubiquinone | 44 | 0.573036 | 2.023503 | 0 | 0.016549 |

Supplement Table 2. qRT-PCR primers for mice.

| Gene Symbol | Forward primer | Reverse primer |
| --- | --- | --- |
| Tnf-α | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| Il-1β | CCGTGGACCTTCCAGGATGA | GGGAACGTCACACACCAGCA |
| Mcp1 | TACAAGAGGATCACCAGCAGC | ACCTTAGGGCAGATGCAGTT |
| Fabp4 | CCGCAGACGACAGGA | CTCATGCCCTTTCATAAACT |
| Fatp1 | TGCACAGCAGGTACTACCGCAT | TGCGCAGTACCACCGTCAAC |
| Cd36 | GACTGGGACCATTGGTGATGA | AAGGCCATCTCTACCATGCC |
| Cpt1α | AGGACCCTGAGGCATCTATT | ATGACCTCCTGGCATTCTCC |
| Pparα | TATTCGGCTGAAGCTGGTGTAC | CTGGCATTTGTTCCGGTTCT |
| Mcad | GAAGCCACGAAGTATGCCCT | TAGTAAGTGTTCCGGCGACC |
| Accα | GGCCAGTGCTATGCTGAGAT | AGGGTCAAGTGCTGCTCCA |
| Fasn | CTGCGGAAACTTCAGGAAATG | GGTTCGGAATGCTATCCAGG |
| Scd1 | TCTTCCTTATCATTGCCAACACCA | GCGTTGAGCACCAGAGTGTATCG |
| Acas2 | GCTGAACTGACACACCTGGA | AACTTGGCGACAAAGTTGCT |
| Acly | AATGGCCGTCATGTGAGTTT | GTGGCCCCAACTATCAAGAG |
| Lep | GTGGCTTTGGTCCTATCTGTC | CGTGTGTGAAATGTCATTGATCC |
| Pnpla2 | ATGTTCCCGAGGGAGACCAA | GAGGCTCCGTAGATGTGAGTG |
| Lpl | TTGCCCTAAGGACCCCTGAA | TTGAAGTGGCAGTTAGACACAG |
| Pparγ | ATTCTGGCCCACCAACTTCGG | TGGAAGCCTGATGCTTTATCCCCA |
| β-actin | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |
| 18S | AGGGTTCGATTCCGGAGAGG | CAACTTTAATATACGCTATTGG |

# Supplementary Figures

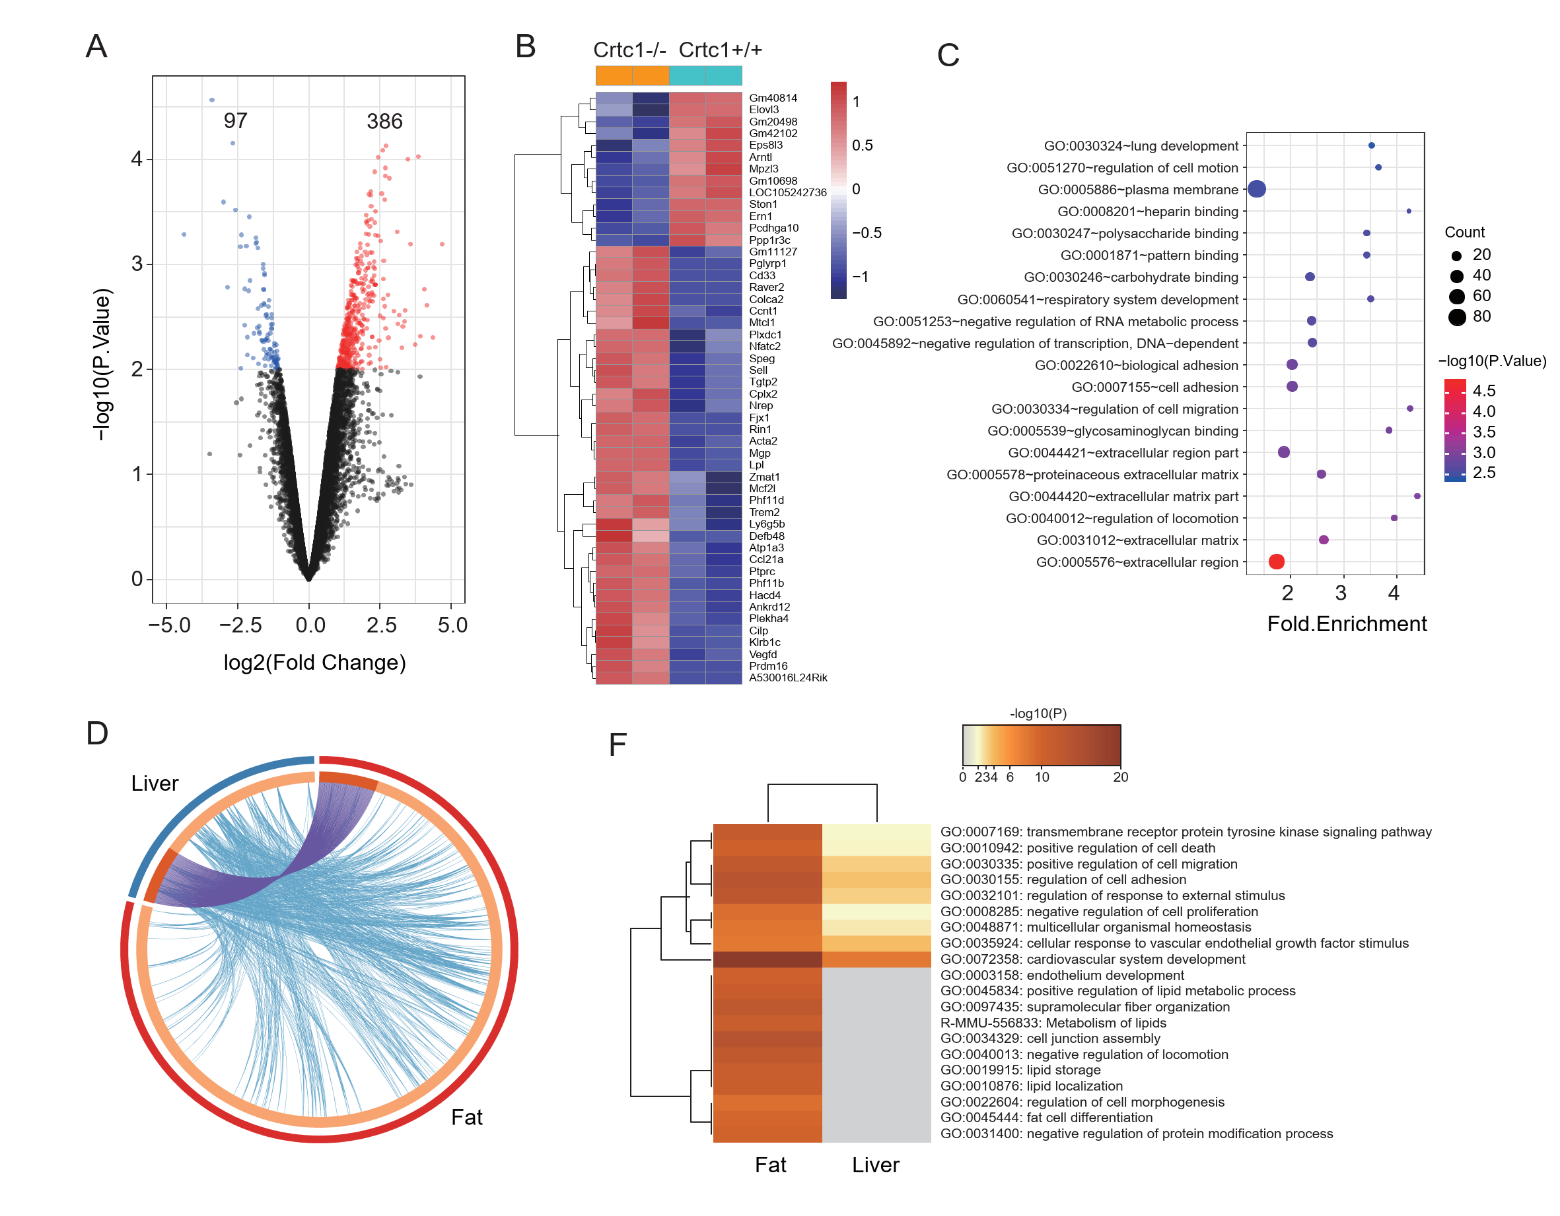

Supplement Figure 1. Liver transcriptome analysis between Crtc1^-/-^ and Crtc1^+/+^ mice. (A) Volcano plot of DEGs (red, upregulated genes; blue, downregulated genes) in liver under the cut-off value of |log2 (fold change) | >1 and P-value < 0.01. (B) Heatmap of the top 50 most significant DEGs in liver. (C) Bobble plot of top 20 enriched GO terms in liver by GO analysis. (D) Overlap of DEGs in eWAT and liver using Metascape. The inner circle represents DEGs in eWAT or liver. Purple curves link identical genes between eWAT and liver, where blue curves link genes that belong to the same enriched ontology term. Genes that hit multiple lists are colored in dark orange, and genes unique to a list are shown in light orange. (E) Heatmap of enriched terms between eWAT and liver using Metascape. Colored by P-value.

How the deposited data were processed for this re-analysis (not part of the article)

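RNA-seq was carried out on liver and eWAT of male mice aged 12 weeks, 2 labelled Crtc1-/- and 2 labelled Crtc1+/+ in each tissue, 8 libraries in all, and every library was used. Replicate numbers were taken from the sample labels, which do not state whether liver and eWAT with the same number came from one mouse.

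The authors deposited estimated counts of reads per gene, made by a counting tool and not normalized, and FPKM, which scale the fragments of a gene by transcript length and library total, both for the same 19348 genes. The paper's text names sequencing at BGI, and does not name the aligner, the counting tool, the genome build or the annotation used to make them. Values that are not whole numbers arise where a counting tool shares reads between genes, so the counts of paralogs and multigene families (Mup, Cyp, Sult, Defb and others) depend on how that tool divided their reads. In all, 500 genes had no count in any library and 3 symbols occurred more than once, so those genes were kept apart by their NCBI Gene numbers. Genes were identified by the symbols and NCBI Gene numbers of the tables. Coordinates were taken from the GENCODE annotation of GRCm38, and the guide and primer sequences were compared with its transcripts on both strands.

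Counts were rounded. Within each tissue, genes were filtered by edgeR's filterByExpr, scaled by TMM and tested by the quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment over all genes tested. TMM factors were 0.984, 0.818, 1.14 and 1.10 in eWAT (labelled Crtc1-/- replicates 1 and 2, then labelled Crtc1+/+) and between 0.974 and 1.04 in liver. Standard errors of log2 fold changes were the fold change divided by the square root of the F statistic. DEGs were counted at the paper's threshold, an absolute log2 fold change over 1 with an unadjusted p under 0.01, and separately at an adjusted p under 0.05. The interaction of tissue and genotype was tested in one fit of all 8 libraries. Log2 CPM for distances and principal components used a prior count of 2. A gene at 3 counts or fewer in both libraries of a group was taken to be at the floor, and its fold is a lower bound against 3 counts. Shares of counts have Wilson 95% confidence intervals. At 16560070 to 19721464 counts per library, counting error is small for abundant genes, and the spread between mice limits the comparisons, since 2 against 2 cannot give a permutation p under 0.333.

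Gene lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), with fry, with camera at an estimated correlation and with fgsea 1.28.0, for lists with at least 5 tested members. The lists were the genes of Fig. 6E, Supplementary Fig. 1B, Fig. 7 and Fig. 8B, the PPARγ targets named in the text, beta oxidation, the respiratory chain, the cytosolic ribosome, the extracellular matrix, the circadian clock, CREB targets, and markers of epididymis, testis and sperm, adipocytes, brown fat, endothelium, macrophages, lymphocytes, smooth muscle, fibroblasts, mesothelium, skeletal muscle and hepatocytes, with 12 Reactome sets. The genes named individually were Crtc1, those the paper names, the 5 with the largest rise and the 5 with the largest fall in each tissue among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups, and up to 3 of the most abundant genes of a marker list. A few genes that the paper names or draws are not reported individually here. These tests, lists, naming rules and alternatives were chosen before the data were examined. The lists of sex-biased and Y-linked liver genes, and the limma fit on FPKM without a logarithm, were chosen after seeing the data. Of the further explanations tested in the closing part, those written only after the result was seen are named there.

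The alternatives were DESeq2 1.42.0 with its size factors, limma on quantile-normalized log2(FPKM + 1), log2(FPKM + 0.1) and log2(count + 1), no expression filter, a mean count of at least 50, upper-quartile scaling, library-size scaling, scaling on adipocyte markers outside Fig. 8B, all 8 libraries in 1 fit, the replicate number as a block, removal of the epididymis genes, each library left out in turn, and for distances the 500 most variable genes, genes scaled to unit variance and quantile-normalized FPKM. The paper's own enrichment used GO, KEGG and Metascape sets, which were not used here. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

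The tests were tried on simulated data made from the real means, dispersions and library sizes, with 200 genes changed by 3 on the log2 scale. Among 15391 eWAT genes, edgeR's quasi-likelihood test recovered 32.5% of the changed genes at an adjusted p under 0.05, with 13 false calls, and 85% at the DEG threshold, with 131 false calls. DESeq2 recovered 84% and 90%, with 93 and 279 false calls, and limma recovered 0% and 79.5%. Among 11707 liver genes edgeR recovered 100% at both thresholds, with 28 and 94 false calls. With no gene changed, edgeR gave 0 and 125 calls in eWAT at the 2 thresholds, and 3 and 81 in liver, while DESeq2 gave 60 and 289 in eWAT. For the interaction 11% of 200 changed genes were recovered among 15587, with 2 false calls. A planted list of 30 genes changed by 1 was found by camera and by fry in both tissues, with medians of 1.09 in eWAT and 0.99 in liver, and a random list of 30 was not. The genes were simulated independently of one another. The trial therefore cannot show how the list tests behave for genes that vary together.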

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

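Apart from the sex-biased and Y-linked lists, the gene lists in this part, their camera tests and the interaction test were set beforehand. The further tests concern the origin of a pattern. Of these, that of the epididymis markers outside Fig. 6E and that of an even loss of fat were set beforehand. All other further tests were chosen only after the result was seen. Labels and tissue content go together. Outside the epididymis, testis and sperm markers, no test therefore separates a genotype effect within fat cells from a difference in the tissue collected.

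The paper does not discuss its genes as markers of the epididymis, and 54 such markers held 12.2% and 13.8% of all counts in eWAT labelled Crtc1+/+, against 0.00898% and 0.00229% in eWAT labelled Crtc1-/- and at most 0.0126% in liver. All 53 tested were lower in the libraries labelled Crtc1-/- (median log2 fold change -11.40, and -10.70 with 17 genes at the floor set to their bound, adjusted p = 2.62e-39 from camera). Of these 48 had an adjusted p under 0.05 over all genes and 53 adjusted over the list alone. The study had drawn 12 of them in Fig. 6E. A candidate explanation is epididymal tissue in the Crtc1+/+ samples, which would lower the other members too. The 41 that Fig. 6E does not name were all lower, with a median of -10.50 (-10.36 with bounds), and Lcn5, Lcn9 and Spink8 stood at 3543, 3523 and 1880 CPM in eWAT labelled Crtc1+/+, against 0.935, 0.866 and 0.372 in liver. Markers of testis and sperm were lower as well (12 of 12, median -3.67, adjusted p = 1.82e-05 from camera, and -5.57 without eWAT labelled Crtc1-/- replicate 1). Of 8 smooth muscle markers 7 were lower (median -1.19, adjusted p = 0.0680, and -0.44 without eWAT labelled Crtc1+/+ replicate 1). The adipocyte markers held 0.346% and 0.566% of the counts in eWAT labelled Crtc1+/+, against 5.32% and 2.62% in eWAT labelled Crtc1-/-. The epididymis, testis and sperm markers were thus high where fat markers were low, which argues against their expression within fat cells. Epididymal tissue in both Crtc1+/+ eWAT samples remains the candidate explanation, as a hypothesis. The reads of the Defb, Lcn and Teddm families could have been split between members.

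The adipocyte markers of eWAT labelled Crtc1+/+ stood at 5.33% and 9.36% of their level in eWAT labelled Crtc1-/- replicate 1, and those of replicate 2 at 55.8%. Of the 18 markers 12 were also expressed in liver. If the Crtc1+/+ samples merely held a smaller share of fat RNA, the marker lists of all cell types in fat would move by one amount. Their medians lay up to 4.51 apart, against a largest bootstrap SD of 0.368. That SD was taken over genes and not over mice, and the 4.51 includes the lymphocyte list. With each library left out in turn, adipocyte markers had medians of 3.19 to 4.07 and fibroblast markers of -0.23 to 0.99. This comparison, made after the result was seen, argues against an even loss of fat. Adipocyte markers had a median of 3.64, endothelial markers 3.35 (17 of 17 higher, adjusted p = 5.03e-13 from camera), macrophage markers 2.02 (11 of 12, 2.13e-04), fibroblast markers 0.66 (7 of 10, 0.360) and lymphocyte markers -0.86 (1 of 13, 0.884). The lymphocyte value rested on 1 library, being 2.60 without eWAT labelled Crtc1+/+ replicate 1, and the fibroblast value was -0.23 without eWAT labelled Crtc1-/- replicate 1. Epididymal tissue that brings cells of its own in place of most of the fat stays open. It could account for the rise of the PPAR map, whose median was -0.96 once the counts were scaled on adipocyte markers. On that scale the map lay 2.53 above the median of all genes, as tissue poor in fat would also give, and a change of PPARγ targets within adipocytes remains an open explanation.

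Hepatocyte markers, also outside the genes the paper discusses, held 10.6% of the counts in replicate 2 of eWAT labelled Crtc1-/-, against 0.598%, 0.652% and 0.127% in the other eWAT libraries. A candidate explanation is liver RNA in that library. The 100 most abundant liver genes stood there at a median of 55.5% of their liver level (quartiles 47.5% and 67.0%), against 1.26%, 4.38% and 0.741% in the others. The list had a median of 4.37 in eWAT (13 of 13 higher, adjusted p = 0.0402 from camera) and of -1.52 without that library. RNA from the liver library labelled Crtc1-/- replicate 2 alone would give the levels of that library, but liver genes that differ between the liver libraries lay a median of 1.38 off them on the log2 scale, where other liver genes scattered by 0.196, which argues against it. Both liver libraries numbered 2 could be the source: a fitted mixture put 26.1% on the library labelled Crtc1-/- and 26.9% on that labelled Crtc1+/+, and 0 on the other 2. It lay a median of 0.39 off the genes left out, against 0.48 for the mean of the 4 liver libraries and 0.49 for liver labelled Crtc1+/+ replicate 1, so these sources cannot be told apart with 15 genes that differ. An induction of hepatocyte genes in the fat of 1 mouse was not tested. Without this library the median of the beta oxidation list was 1.05, against 1.73 with it.

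In liver the epididymis markers were higher in the libraries labelled Crtc1-/-, with a median of 3.56 at their bounds over 7 tested genes, all higher (adjusted p = 3.29e-07 from camera). Without liver labelled Crtc1-/- replicate 1 the fitted median moved from 4.65 to 2.57. A trace of epididymal RNA is a candidate explanation. The 20 most abundant epididymis genes stood at a median of 0.0940% of their level in eWAT labelled Crtc1+/+ in liver labelled Crtc1-/- replicate 1 (quartiles 0.0864% and 0.104%), 0.0119% in replicate 2, and 0.00269% and 0.00247% in liver labelled Crtc1+/+. The narrow range in replicate 1 is consistent with one small share of such RNA. Where it came from was not tested, and an expression of these genes in the liver cells was not tested apart from it.

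Genes with sex-biased expression in mouse liver, which the paper does not discuss as such, moved in the female direction in the libraries labelled Crtc1-/-. All 15 tested female-biased genes of 18 listed had a log2 fold change above 0 (median 2.62, between 2.30 and 2.86 with each library left out, 3 with an adjusted p under 0.05 in edgeR). Of these Cux2, at 0.007 (adjusted p = 0.995 in edgeR), did not move. All 20 male-biased genes were lower (median -1.50, 2 with an adjusted p under 0.05), and their median was -2.41 without liver labelled Crtc1-/- replicate 1 and -0.995 without replicate 2. In the eWAT libraries 12 and 13 of these genes were also expressed, and Elovl3, which is also on the brown fat list, is drawn in Supplementary Fig. 1B. Female mice among those labelled Crtc1-/- are argued against by the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, which were counted in every liver library and had a median of 0.22. Reads shared between near-identical Cyp, Sult or Mup genes as the whole cause are argued against by the 6 female-biased genes without such a copy, with a median of 1.62, and the 6 such male-biased genes, with -0.99, though single values for these families stay uncertain. The 6 female-biased ones ran from 0.007, the value of Cux2, to 3.40. Of the members whose values had not been seen, 4 of 4 male-biased genes were lower, with a median of -0.89. The 2 female-biased ones had a median of 0.60, from Acot3 at 0.03, which did not move, and Cyp2a4 at 1.16, and none of the 6 had an adjusted p under 0.05. These values suggest a shift of sex-biased liver expression, as a hypothesis. Growth hormone secretion, fasting and body weight can all differ between such mice, and none was tested.

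The effect of the labelled genotype differed between eWAT and liver for 1081 of 15587 genes, 589 with the higher change in eWAT, while 4193 had an unadjusted p under 0.05. Of 53 epididymis markers 41 were among the 1081, all with the lower change in eWAT (median difference -15.70), which is consistent with epididymal RNA as a contributor. They make up a small part, and of the genes in Fig. 6E 27 of 28 higher and 20 of 22 lower were interaction genes. A tissue-specific effect of Crtc1 remains open for the others and cannot be separated by this design from the tissue content of the eWAT samples.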

How the results depend on the processing

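For the named genes other than Crtc1, across the alternatives other than leaving out a library, 314 values kept their direction and side of the threshold, 85 became weaker, 15 stronger and 10 reversed. With 1 library left out 135 values of these genes and of the numbers of genes over 2-fold stayed within the spread between replicates (or 1.5 times for the numbers), 32 moved beyond it and 1 reversed. The lists, the DEG numbers and Crtc1 are not in these tallies and are given below. For each change below the cause was not tested unless one is stated.

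DESeq2 gave 4039 DEGs and 4620 genes with an adjusted p under 0.05 in eWAT, 311 such genes in liver, and 2056 interaction genes. With all 8 libraries in 1 fit the latter numbers were 3861 in eWAT and 0 in liver (1536 at an unadjusted p under 0.05), with 245 liver DEGs. Without an expression filter 301 liver genes had an adjusted p under 0.05. With limma on log2(FPKM + 1), 1144 eWAT genes and 0 liver genes did (2070 at an unadjusted p under 0.05), and liver had 38 DEGs. On log2(count + 1) these numbers were 1243 in eWAT and 228 liver DEGs, and the PPAR map in liver reversed to 0.0251 (16 higher, 15 lower). On log2(FPKM + 0.1) liver had 127 DEGs and 4 genes with an adjusted p under 0.05. The fit on FPKM without a logarithm, chosen after seeing the data, gave 1391 and 95 in eWAT, and 264 and 3 in liver.

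The groups share only a number, so the replicate block was an alternative without a known pairing. The deviations of same-numbered libraries from their group means correlated at 0.00860 in eWAT and 0.0516 in liver between genotypes, and at 0.0356 (labelled Crtc1-/-) and 0.152 (labelled Crtc1+/+) between tissues. With the replicate block 0 eWAT genes had an adjusted p under 0.05 (5418 at an unadjusted p under 0.05) and 82 liver genes did, with 2161 and 579 DEGs and 926 interaction genes.

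Scaling on adipocyte markers sets those genes equal by construction and gave 12400 DEGs and 13538 genes with an adjusted p under 0.05 in eWAT, with the median of all genes at -3.50. The PPAR map reversed to -0.96, beta oxidation to -1.61 and the respiratory chain to -2.66, which were 2.53, 1.89 and 0.84 above that median. Of single genes Cebpa reversed to -0.36, Stat5a to -2.77, Stat5b to -1.88, Lpl to -0.90, Cd36 to -0.34, Slc2a4 to -1.81, Acsl1 to -2.75 and Creb1 to -3.17. All of these values lay above the median of all genes in that setting, -3.50. They reversed in sign but not against that median. Creb1 (0.18 with TMM) also reversed with upper-quartile scaling (-0.0165), library-size scaling (-0.14) and without eWAT labelled Crtc1-/- replicate 2 (-0.10), where leaving out others gave up to 0.43.

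Set tests depended on how the correlation between genes was treated, while the medians stayed as they were. By fry, beta oxidation (1.73) and the respiratory chain (0.79) in eWAT, and the ribosome (0.55) and matrix (0.62) lists in liver, no longer passed. With an estimated correlation those 4, the PPAR map (2.44) and the epididymis list (-11.40) did not pass. Their adjusted p ranged over the alternatives up to 0.604, 0.604, 0.538, 0.506, 0.532 and 0.134. The epididymis list kept its call by fry and fgsea. The odds ratio of DEGs shared between tissues was 1.20 with the adjusted threshold, where 8 liver genes entered. The separation of genotypes in eWAT was 2.27 with the 500 most variable genes and 1.40 with genes scaled to unit variance.

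Over the 4 fits that each left out one library, the log2 fold change of Crtc1 in eWAT ran from 0.0202 (without replicate 1 labelled Crtc1-/-) to 0.77, and that in liver from 0.76 to 1.03. List medians ran from -11.77 to -11.13 for the epididymis list, 1.72 to 2.60 for the PPAR map, 1.05 to 2.05 for beta oxidation (1.05 without eWAT labelled Crtc1-/- replicate 2) and 0.63 to 1.03 for the respiratory chain in eWAT. In liver they ran from -0.28 to -0.0458 for the PPAR map (-0.0458 without replicate 1 labelled Crtc1-/-), 0.28 to 0.81 for the ribosome and 0.39 to 0.82 for the matrix, both lowest without replicate 2 labelled Crtc1-/-.

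Removing the epididymis genes before scaling left 2447 eWAT DEGs, 1420 higher and 1027 lower, of which 2243 were also DEGs with those genes kept. Only the listed genes were removed, and any other RNA of epididymal tissue stayed in the counts. These numbers therefore cannot show whether the DEGs would hold without such tissue. On simulated eWAT data edgeR recovered 32.5% of changed genes at the adjusted threshold.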

Differences from the paper's values

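The paper reports 97 genes lower in liver labelled Crtc1-/- at its threshold, and edgeR's quasi-likelihood test gave 167. Of the alternatives, limma on log2(count + 1) gave 119, limma on log2(FPKM + 0.1) 65, a mean count of at least 50 gave 114, upper-quartile scaling 124, library-size scaling 135 and all 8 libraries in 1 fit 89, all within 1.5 times the paper's number. DESeq2 gave 171, limma on log2(FPKM + 1) 16, the fit without an expression filter 240 and that with a replicate block 203, which were not. The fit on FPKM without a logarithm, chosen after seeing the values, gave 164. For the genes higher in liver the paper reports 386 and edgeR gave 333, while these limma fits gave 109, 62, 22 and 100 in the same order. No limma fit lay within 1.5 times of all 4 of the paper's DEG numbers. The second principal component held 16.6% of the variance, against about 11% in Fig. 6C, read by eye. With the 500 most variable genes it held 13.8%, and with quantile-normalized log2(FPKM + 1) 22.4% and with genes scaled to unit variance 22.7%.

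Fig. 8B draws Acsl1 in blue, as lower in Crtc1-/-, and its log2 fold change in eWAT was 0.60 in the libraries labelled Crtc1-/-. Slc27a4, drawn in red, had a log2 fold change of -0.11. The paper states that liver DEGs were not relevant to lipid metabolism, and the beta oxidation list was lower in liver by camera (median -0.44, adjusted p = 7.95e-06), though not by fry (0.261). Crtc1, which the paper targeted, had counts per gene that were not lower in the libraries labelled Crtc1-/-. The paper's text gives no RNA-seq value of Crtc1 to set against them. It reports the loss of Crtc1 from primers inside the deleted exons and from Western blot, and counts per gene do not measure those exons alone.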

Other observations

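The gene lists in this part and their tests with camera and edgeR were set beforehand. The further tests concern the origin of a pattern. Of these, the tests of connective tissue and of the hour of collection in liver were set beforehand. The other further tests were chosen only after the result was seen.

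Crtc1 counts were not lower in the libraries labelled Crtc1-/-, in which the gene was targeted. A transcript that lacks exons 2 to 4 could still be counted over its other exons, since these exons make up 5.58% of the transcript, and an exchange of the labels could also give the higher liver value of 0.89. Neither can be decided here, because the counts are per gene and no other gene in the tables reports the genotype. Of the related genes Crtc2 changed by 1.07 in eWAT (adjusted p = 0.0605 in edgeR) and by -0.27 in liver, and Crtc3 by 0.71 and -0.17.

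Among the genes the paper's discussion links to CREB, none of Creb1 (0.18), Hes1 (0.16), Atf3 (0.96), Ppargc1a (0.42) and Sik1 (1.18) had an adjusted p under 0.05 in eWAT by edgeR, while Per1 did (1.56, adjusted p = 0.0434). Kiss1 changed by -2.40 (adjusted p = 0.0705). Of 18 CREB targets 16 were higher in eWAT labelled Crtc1-/- (median 1.03, adjusted p = 0.00108 from camera, 4 with an adjusted p under 0.05 in edgeR and 5 adjusted over the list alone), and in liver 7 of 14 were higher (median 0.18, adjusted p = 0.760). The liver median lay between -0.10 without liver labelled Crtc1+/+ replicate 1 and 0.35 without replicate 2.

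For the genes measured by qRT-PCR in Fig. 7 these libraries gave the following changes in eWAT. Of the 5 genes of lipogenesis Scd1 changed by 3.88, Acss2 by 1.27, Acaca by 1.23, Fasn by 0.24 and Acly by -2.48, of which Acly had an adjusted p under 0.05 (0.0353 in edgeR). Of those of fatty acid oxidation Acadm had 1.92 (adjusted p = 0.0394), Ppara 2.02 and Cpt1a 0.03. The value of Ppara rests on replicate 2 of eWAT labelled Crtc1-/-, the library with the hepatocyte genes, with 6.16 and 50.8 CPM against 7.03 and 6.95. Slc27a1 changed by 1.88 and Ccl2 by 2.24. In liver Fasn changed by 0.12 (adjusted p = 0.832), Cd36 by 1.40 (0.134), Scd1 by 1.04 (0.137), Acly by -1.61 (0.121) and Cpt1a by -0.58 (0.421). Leptin (Lep) rose by 4.13 in eWAT (adjusted p = 0.0287).

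The cytosolic ribosome list was higher in liver labelled Crtc1-/-, by a median of 0.55, and by 0.28 without replicate 2 of that group. Short and abundant genes as a group rose as well, since random lists matched on length and mean expression had a median of 0.38. The list lay above 99.98% of 10000 such lists, which argues against gene length and expression as the whole cause and leaves a part of the rise to them. In eWAT the list had a median of -0.12 (adjusted p = 0.209 from camera), the SRP set -0.28 (0.00376) and the nonsense-mediated decay set -0.12 (0.176), and the first ran from -0.30 without eWAT labelled Crtc1-/- replicate 1 to 0.07 without eWAT labelled Crtc1+/+ replicate 1.

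In liver, marker lists of several non-hepatocyte cell types were higher in the libraries labelled Crtc1-/-. Fibroblast markers had a median of 0.89 (9 of 9 higher, adjusted p = 0.00143 from camera, and 0.50 without replicate 2 of that group), endothelial markers 0.69 (16 of 17, 1.67e-04, and 0.42 without that library), smooth muscle markers 1.47 (6 of 7, 1.08e-04) and lymphocyte markers 1.66 (7 of 7, 3.64e-04). Macrophage markers had 0.25 (7 of 11, 0.467, and -0.15 without liver labelled Crtc1+/+ replicate 2) and hepatocyte markers -0.01 (6 of 13, 0.842). Skeletal muscle markers had 1.06 (8 of 8, 0.00107), which rested on liver labelled Crtc1+/+ replicate 2 and was 0.09 without it. Fat carried over into the liver samples is argued against, because Adipoq, Cfd and Plin1 stood in the liver libraries labelled Crtc1-/- at a median share of up to 0.0439% of their level in eWAT labelled Crtc1-/- replicate 1, where the rise of the matrix genes needs a median of 0.869%, and 12 tested adipocyte markers had a median of -0.13. Connective tissue from another place could give the fibroblast value of 0.89 and cannot be told apart from more such cells within the liver, since the lists do not name the place.

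Clock genes differed in liver, with Arntl at -2.16 (adjusted p = 0.121 in edgeR), Dbp at 1.88 (0.0988) and Per3 at 1.67 (0.121), while Nr1d1 (-0.01) and Per1 (-0.01) did not move. The 16 tested genes had a median of 0.02 (adjusted p = 0.530 from camera), and of 0.49 without liver labelled Crtc1+/+ replicate 2. A difference in the hour of collection could move Arntl against Dbp in both tissues. Arntl changed by -0.0191 in eWAT, where Nr1d1 rose by 2.45 (adjusted p = 0.0215) and Per1 by 1.56. In liver Nfil3 (-1.28) fell as Arntl did, and Nr1d2 (0.87), Per2 (0.57) and Tef (0.48) rose as Dbp did. Against these, Ciart (0.05) and Bhlhe40 (-0.01) did not move in liver, and Hlf changed by -0.44. In eWAT Cry2 rose by 1.42 (adjusted p = 0.0431 in edgeR) and Bhlhe41 changed by -3.44 (0.0353), while Per3 (-0.79) and Nr1d2 (-0.96) moved against Per1 and Nr1d1. The clock genes thus moved together in part in liver and not in eWAT. The question stays open with 2 mice per group. The clock list had a median of 0.63 in eWAT (adjusted p = 0.209, and 0.11 without eWAT labelled Crtc1-/- replicate 2), and the Reactome circadian clock set 0.30 in eWAT (0.209, and 0.18 without the same library) and 0.00 in liver (0.289).

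The remaining lists in eWAT gave no call by camera, except for extracellular matrix organization (0.77, 144 of 213 genes higher, adjusted p = 0.00108, and 0.39 without eWAT labelled Crtc1-/- replicate 1). The extracellular matrix list had a median of 0.55 (44 of 72 higher, adjusted p = 0.104), which was 0.03 without that library. VEGF signaling had 0.27 (0.0772, and 0.05 without it) in eWAT and 0.04 in liver (0.694). Mesothelial markers had 0.41 (4 of 6 higher, 0.652, and -0.20 without it) and skeletal muscle markers 0.18 (6 of 8, 0.360, and -0.50 without eWAT labelled Crtc1-/- replicate 2). In liver white adipocyte differentiation had -0.01 (0.637) and mitochondrial beta oxidation -0.28 (0.0344, and -0.11 without liver labelled Crtc1+/+ replicate 2). Respiratory electron transport had 0.45 in liver (2.01e-06, and 0.29 without liver labelled Crtc1-/- replicate 2). The 9 PPARγ targets named in the text had 0.12 in liver (0.0909, and -0.14 without liver labelled Crtc1-/- replicate 1).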
